# A transgenic inducible GFP extracellular-vesicle reporter (TIGER) mouse illuminates neonatal cortical astrocytes as a source of immunomodulatory extracellular vesicles

**DOI:** 10.1038/s41598-019-39679-0

**Published:** 2019-02-28

**Authors:** Victoria N. Neckles, Mary C. Morton, Jennie C. Holmberg, Aidan M. Sokolov, Timothy Nottoli, Don Liu, David M. Feliciano

## Abstract

Extracellular vesicles (EVs) are cellular derived particles found throughout the body in nearly all tissues and bodily fluids. EVs contain biological molecules including small RNAs and protein. EVs are proposed to be transferred between cells, notably, cells of the immune system. Tools that allow for *in vivo* EV labeling while retaining the ability to resolve cellular sources and timing of release are required for a full understanding of EV functions. Fluorescent EV fusion proteins are useful for the study of EV biogenesis, release, and identification of EV cellular recipients. Among the most plentiful and frequently identified EV proteins is CD9, a tetraspanin protein. A transgenic mouse containing a CRE-recombinase inducible CAG promoter driven CD9 protein fused to Turbo-GFP derived from the copepod *Pontellina plumata* was generated as an EV reporter. The transgenic inducible GFP EV reporter (TIGER) mouse was electroporated with CAG-CRE plasmids or crossed with tamoxifen inducible CAG-CRE-ER^T2^ or nestin-CRE-ER^T2^ mice. CD9-GFP labeled cells included glutamine synthetase and glial fibrillary acidic protein positive astrocytes. Cortical astrocytes released ~136 nm EVs that contained CD9. Intraventricular injected EVs were taken up by CD11b/IBA1 positive microglia surrounding the lateral ventricles. Neonatal electroporation and shRNA mediated knockdown of Rab27a in dorsal subventricular zone NSCs and astrocytes increased the number of CD11b/IBA1 positive rounded microglia. Neonatal astrocyte EVs had a unique small RNA signature comprised of morphogenic miRNAs that induce microglia cytokine release. The results from this study demonstrate that inducible CD9-GFP mice will provide the EV community with a tool that allows for EV labeling in a cell-type specific manner while simultaneously allowing *in vivo* experimentation and provides evidence that EVs are required immunomodulators of the developing nervous system.

## Introduction

Extracellular vesicles (EVs) are nanometer sized particles that are released from numerous central nervous system cell types and are implicated in a wide range of neurological diseases^1^. Work focused on brain development has identified EVs within fetal, perinatal, and adult cerebrospinal fluid (CSF)^2,3^. One source of EVs are neonatal subventricular zone (SVZ) neural stem cells (NSCs)^4^. NSC EVs act as an immunomodulator that are taken up by CD11b/IBA1 positive immune cells in the SVZ during perinatal development^4,5^. NSC EVs facilitate transcriptional network re-wiring of microglia and subsequent release of cytokines.

SVZ NSCs begin to diminish and recede in number as rodents age^6^. In humans, SVZ NSCs exhaust by 18 months of age^7^. Although the embryonic brain is colonized by microglia early in embryonic development, a band of microglia appears within the ventricular zone near the end of neurogenesis, and a population of CD11b positive microglia localizes to the postnatal rodent SVZ^8–11^. As neurogenesis slows and dorsal SVZ NSCs generate astrocytes, many SVZ microglia disperse^8,12^. This coincides with the dispersion, activation state conversion, and morphological maturation of microglia. The mechanisms responsible for microglia dispersion and maturation are unclear.

A mechanism that could partially account for changes in microglia is that sources of EVs also change. As the number of SVZ NSCs decreases, fewer NSC EVs are produced. Around the same time, lower cortical layer astrocytes are produced from dorsal SVZ progenitors and upper cortical layer astrocytes are produced by additional progenitors^12^. Perinatal astrocytes could in theory be an additional EV source. In fact, SVZ NSCs are a special type of astrocyte, they are SVZ astrocytes^13^. SVZ NSCs and cortical astrocytes also share cellular ontogeny and overlap in biochemical markers^13^. Moreover, astrocytes can generate neurons upon transplantation to a permissive environment, for example, the SVZ^14^. Upon introduction of specific transcription factors, for example SOX2, astrocytes become neurogenic^15^. Predictably, during the neonatal period, astrocytes, particularly reactive astrocytes, are released from their gliogenic fate potential^14^.

EV studies are commonly performed *in vitro* because there are few tools to study EVs *in vivo* and therefore evidence of elaborate hypotheses requires further substantiation. *In vivo* electroporation of DNA plasmids that encode for fluorescent EV labels has at least in part addressed this issue^4,16^. However, there remains considerable limitation regarding the cell types and timing of EVs labeled which prevents our understanding of the morphogenic nature of EV signals. Here, a solution to this problem is presented in the form of a transgenic inducible GFP extracellular-vesicle reporter (TIGER) mouse. The use of this mouse provides evidence that astrocytes produce CD9 positive EVs and that these EVs have immunomodulatory and morphogenic properties.

## Results

CD9 is enriched in EVs and therefore is frequently described as an EV marker protein. The generation of a transgenic inducible and fluorescently tagged CD9 (TIGER) mouse would facilitate *in vivo* identification of EV sources and target cells. A CRE inducible carboxy terminal His-tagged CD9-GFP targeting plasmid was generated to control the cell types and timing of CD9-GFP expression, (Supplemental Fig. 1A). The plasmid contains a lox-STOP-lox sequence upstream of CD9-GFP. When CRE recombinase is co-expressed, the stop sequence will be deleted and CD9-GFP expression will then be controlled by the CAG promoter. This plasmid contains flanking sequences for targeting to the ROSA locus and a neomycin resistance (NeoR) cassette for G418 selection in ES cells. To confirm system functionality, Neuro2a cells co-transfected with CD9 and CAG-CRE plasmids expressed CD9-GFP (Supplemental Fig. 1B). Targeting in mouse embryonic stem (ES) cells was performed essentially as described^17^. The targeting plasmid was electroporated into S1B6A ES cells, derived from F1 hybrid B6;129S1 embryos. 24 hr post-electroporation, cells were cultured in the presence of G148. 120 surviving clones were screened for CD9-GFP and the NeoR cassette (Supplemental Fig. 1C and data not shown). As would be predicted, all cells contained the NeoR cassette based on their ability to survive G148 (data not shown). 24 ES clones were screened using a long arm assay first by long range PCR and four positive clones were identified (Supplemental Fig. 1C). Then the remaining two plates were screened, including the four positive clones as controls. Additional positive clones were identified. Since the long-range PCR assay is not robust, and may give false negative results, we tested eight putative positive clones using a 3′ end assay (Supplemental Fig. 1D). Three ES clones were identified as properly targeted. Positive ES clones were microinjected into C57Bl/6 J blastocysts and injected embryos transferred into pseudopregnant CD1 mice. High percentage chimeras were mated with C57Bl/6 J mice and germline transmission of the targeted allele (TIGER) was confirmed in the G1 pup (Supplemental Fig. 1E,F,G).

CD1 mice were subjected to neonatal subventricular zone electroporation with CD9-GFP (green) and fluorescent tdTomato (red, not shown) to examine CD9 subcellular distribution (Supplemental Fig. 2A–C)^16^. Next, TIGER mice were crossed with inducible Tomato^+/+^ mice and P0 pups were subjected to neonatal electroporation with CAG-CRE plasmid (Supplemental Fig. 2D). Brains were harvested two days post-electroporation, sectioned, and counterstained with the DNA dye TO-PRO-3. Confocal microscopy revealed CD9-GFP fluorescence indicative of *in vivo* recombination in a fraction of SVZ cells (Supplemental Fig. 2E–G). This is consistent with previous quantifications of CD9-GFP and tdTomato electroporated mice that demonstrated CD9-GFP was expressed in ~27% of all electroporated cells^4^. Taken together CRE induces CD9-GFP in TIGER mice.

TIGER mice were next crossed to CAG-Cre-ER^T2^ mice and injected with 100 μg/g tamoxifen from P2 until they were sacrificed at P8 (Fig. 1A)^18^. CAG-CRE-ER^T2^ activation is limited in the brain after birth, is dose dependent, and time dependent^18^. Fluorescence was detected by IVIS imaging within a wide range of tissues including the stomach, kidney, heart, brain, liver, and lung (Fig. 1B)^18^. CD9-GFP fluorescence was confirmed by CLARITY and whole tissue imaging with two-photon microscopy (Fig. 1C). The expression and distribution of CD9-GFP within cells was examined in cultured fibroblasts. CD9-GFP expression was induced only when cells were cultured with tamoxifen (Fig. 1D). Tissues were sectioned, subjected to immunohistochemistry, and imaged by confocal microscopy and CD9-GFP expression was confirmed within each tissue (Fig. 1E–H). The results from these experiments demonstrate tissue and cell-type dependent recombination and CD9-GFP expression.

**Figure 1:**
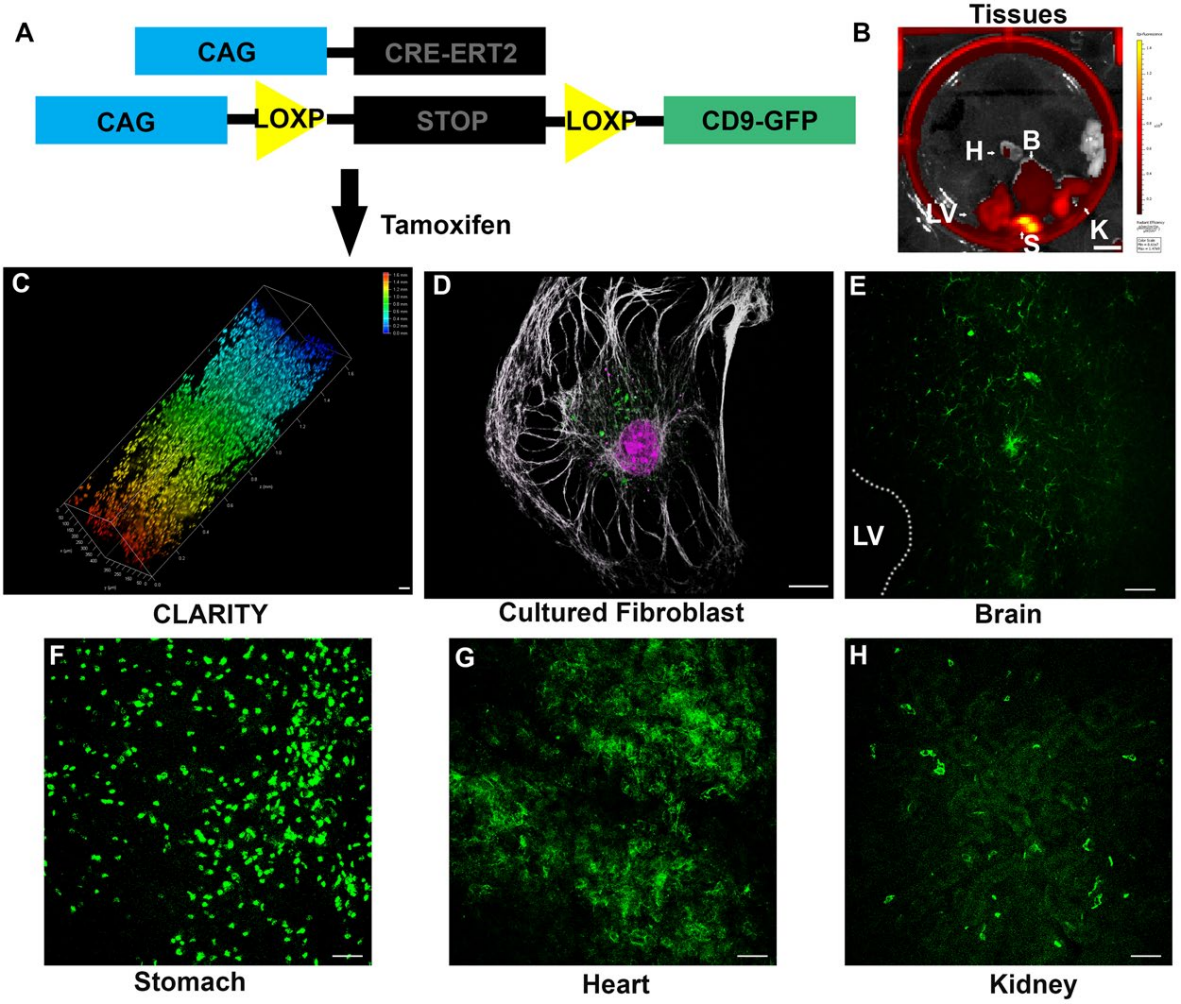
(**A**) Schematic of mouse genotype. (**B**) Image of dissected tissue from CAG-CRE-ER^T2^ × TIGER mouse cross following 100 μg/g tamoxifen injection at P2 and sacrificed at P4. H, heart, B, brain, LV, liver, S, stomach, K, Kidney. Scale bar, 1 cm. (**C**) Depth coded volumetric 2 photon microscopy image of CD9-GFP following 100 μg/g tamoxifen injection starting at P2 until sacrifice at P8 in a spleen following CLARITY. Color indicates depth of imaging. Scale bar, 50 μm. (**D**) Cultured fibroblast treated with tamoxifen from TIGER × CAG-CRE-ER^T2^ mice. Scale bar, 12.5 μm (**E**–**H**) Sections of TIGER × CAG-CRE-ER^T2^ mouse tissue following 100 μg/g tamoxifen at P2 and sacrificed at P4. (**E**) Coronal section of TIGER × CAG-CRE-ER^T2^ mouse near ventricle showing CD9-GFP positive cells. Scale bar, 25 μm. (**F**) Section of stomach of a TIGER × CAG-CRE-ER^T2^ mouse. Scale bar, 25 μm. (**G**) Section of a heart of a CD9-GFP × CAG-CRE-ER^T2^ mouse. (**H**) Section of kidney of a TIGER × CAG-CRE-ER^T2^ mouse. Scale bar, 25 μm.

TIGER mice were crossed with Nestin-Cre-ER^T2^ and Tomato^+/+^ mice and tamoxifen given three times at P8 and sacrificed at P11 which corresponds to periods of peak astrogliogenesis (Supplemental Fig. 3A–G)^19^. CD9-GFP was detected in cells with an astrocyte-like morphology in the cerebral cortex following tamoxifen injection (Supplemental Fig. 3C–G). The results from these experiments demonstrate that CD9-GFP expression is specific when using a highly selective promoter driven CRE system and confirm that recombination occurs in cells co-expressing tomato.

Brains from tamoxifen injected CAG-CRE-ER^T2^ × TIGER mice were subjected to CLARITY and two-photon microscopy. CD9-GFP labeled cells in the cortex were reminiscent of the cortical astrocyte-like cells seen in TIGER × Nestin-CRE-ER^T2^ × Tomato^+/+^ mice (Fig. 2A). To determine the identity of these cells, brains were subjected to immunohistochemistry for the astrocyte marker protein GFAP which is expressed in a small population of astrocytes around the corpus callosum and SVZ under resting conditions. CD9-GFP and GFAP co-localization was found in lower cortical layers near the corpus callosum (Fig. 2B–F). All CD9-GFP positive cortical cells were also positive for the astrocyte marker, Glutamine Synthetase (GS) (Fig. 2G,H). High magnification highlighted the astrocyte-like morphology of these cells (Fig. 2I). The ability of astrocytes to express CD9 was confirmed by culturing TIGER × Tomato^+/+^ mice astrocytes electroporated with CRE, by culturing astrocytes from TIGER × Nestin-CRE-ER^T2^ mice injected with tamoxifen, and by CD9-GFP and tomato electroporation of astrocytes (Fig. 2J–L). These results demonstrate that astrocytes can express CD9.

**Figure 2:**
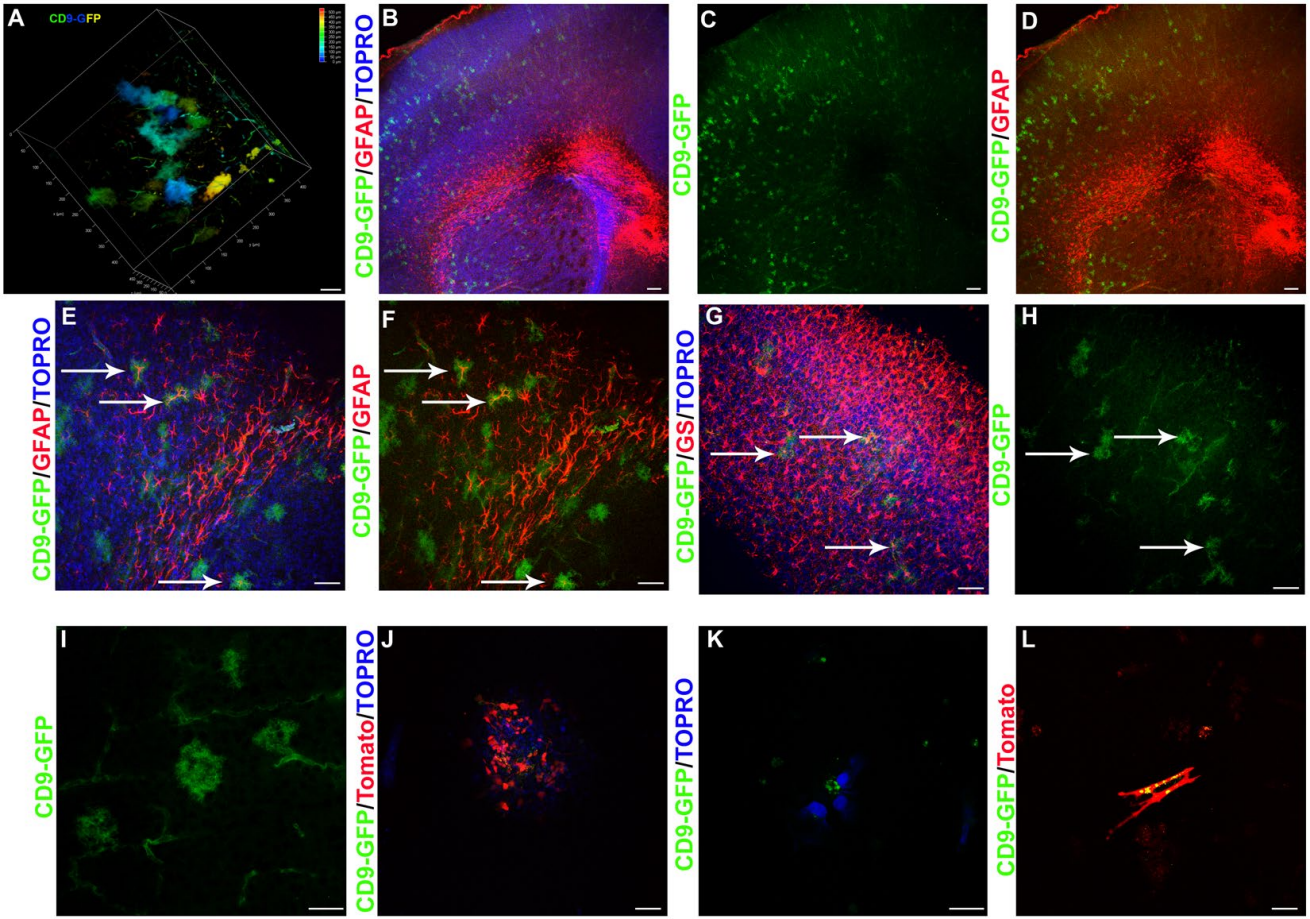
(**A**) Depth coded volumetric rendering of cerebral cortex of a TIGER × Nestin-CRE-ER^T2^ mouse. Scale bar, 50 μm. (**B**–**D**) CD9-GFP (green) × CAG-CRE-ER^T2^ brain sectioned and stained for GFAP (red) and counter-stained with TOPRO (blue) to label nuclei merged (**B**), CD9-GFP alone (**C**), and CD9-GFP/GFAP (**D**). Arrows point to cells with co-localization. Scale bar, 100 μm. (**E**,**F**) 20X image of CD9-GFP (green) CAG-CRE-ER^T2^ brain sections stained for GFAP (red) and counter-stained with (**E**) or without (**F**) TOPRO (blue). Arrows point to colocalization. Scale bar, 50 μm. (**G**,**H**) Image showing CD9-GFP (green) from TIGER × CAG CRE ER^T2^ brain sections stained for GS (red) and TOPRO (blue) (**G**) or CD9-GFP only (**H**). Arrows points to colocalization. Scale bar, 50 μm. (**I**) 63X image of cortex demonstrating CD9-GFP in astrocytes. Scale bar, 25 μm. (**J**) Astrocyte culture from TIGER × Tomato mice electroporated with CRE and counter-stained with TOPRO (blue). Scale bar, 50 μm. (**K**) Cultured astrocytes from TIGER mice and counter-stained with TOPRO (blue). Scale bar, 12.5 μm. (**L**) CD9-GFP (green) and tomato (red) electroporated astrocyte cultures to demonstrate morphology. Scale bar, 25 μm.

It was unclear whether CD9-GFP expression in astrocytes was indicative of their potential to release EVs or was based on the absorption, distribution, metabolism, and excretion of tamoxifen as well as cell type specific expression of CAG-CRE-ER^T2^. Cortical CD9 expression was determined using two antibodies to CD9 and reliably detected bands between 20–25 kDa and ~37 kDa that increased in prevalence from e15 to adulthood (Fig. 3A, data not shown). To confirm that astrocytes express CD9 we performed bioinformatic analysis using two databases and validated CD9 mRNA expression in astrocytes by single cell and by ribotag RNA-sequencing (Fig. 3B,C)^20,21^. EVs from neonatal cortical astrocytes were collected from cultures and subjected to western blot. Astrocytes produced EVs that were CD9 and CD63 positive (Fig. 3D). Astrocytes were next cultured from neonatal mice and media collected, pre-cleared, and subjected to nanoparticle tracking analysis. Media contained a singular prominent unimodal EV peak at ~136 nM (Fig. 3E). These results demonstrate that astrocytes produce CD9 positive EVs.

**Figure 3:**
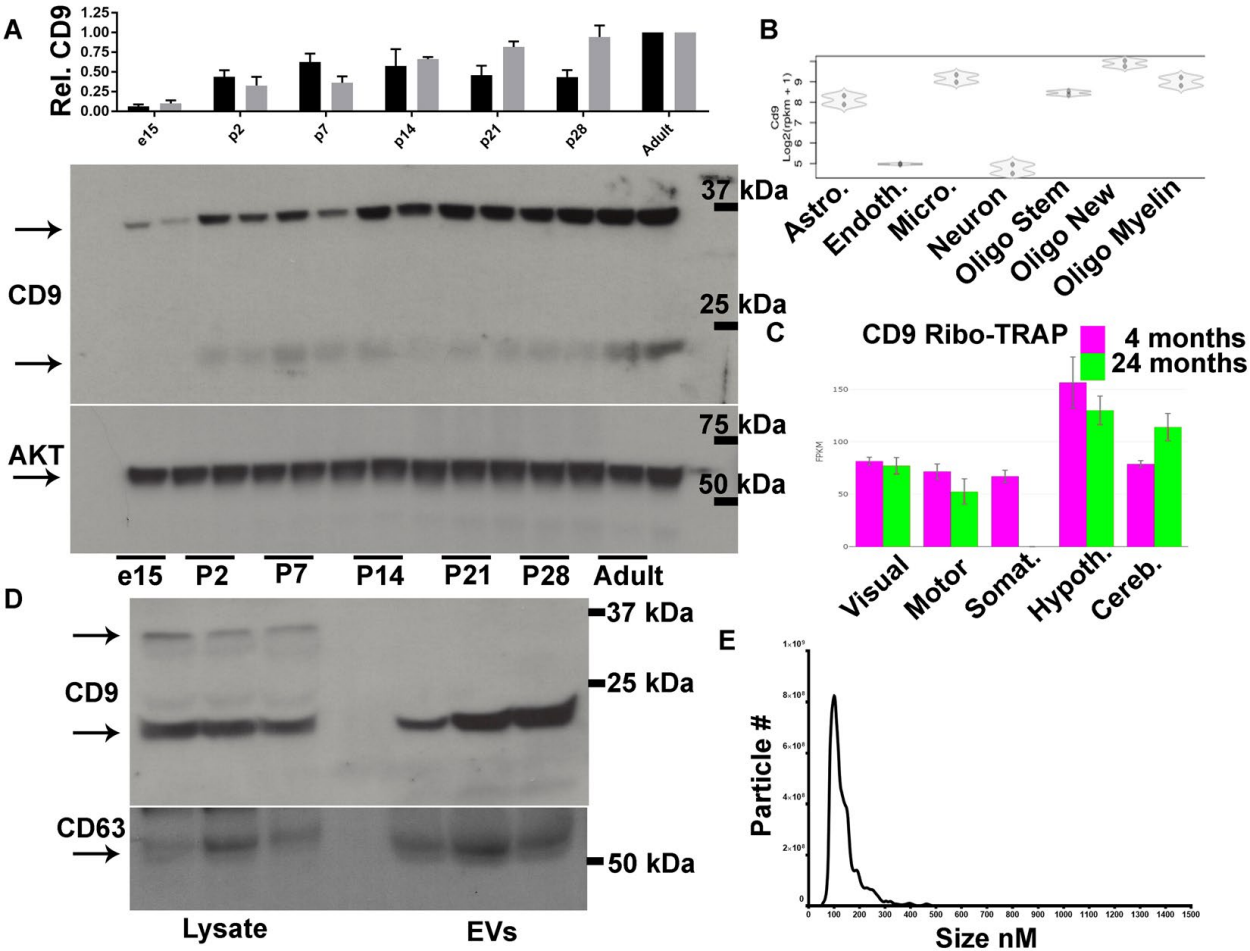
(**A**) Quantification of CD9 protein relative to AKT in cortical lysates at the indicated ages according to western blots of dorsal cortical lysates for CD9 and AKT as a loading control. The ~37 kDa (black bar) and 20–25 kDa (grey bar) CD9 bands were quantified. N = 3 independent biological replicates. (**B**) RNA sequencing reads for CD9 based on cell type listed. Astro. = Astrocyte, Endoth. = Endothelial cell, Micro = microglia, Oligo Stem = Oligodendrocyte stem cell, Oligo New = immature oligodendrocyte, Oligo Myelin = Mature myelinating oligodendrocyte. (**C**) Quantification of astrocyte CD9 mRNA associated with active ribosomes from different regions and ages. Visual = visual cortex, Motor = Motor cortex, Somat. = Somatosensory cortex, Hypoth. = Hypothalamus, Cereb. = Cerebellum. (**D**) Western blots of astrocyte lysate and EVs for CD9 and CD63. (**E**) Nanosight particle tracking analysis frequency histogram of astrocyte conditioned media. Data are represented as mean ± SEM.

Previous work has demonstrated that intraventricular injected NSC EVs are taken up by microglia. Therefore, intraventricular injection of DiI-labeled astrocyte EVs was performed. Similar to NSC EVs, astrocyte EVs were also taken up by CD11b/IBA1 positive immune cells having an elliptical morphology (Fig. 4A–D). Quantification revealed that 57.7% ± 7.30 of DiI labeled EVs colocalized with IBA1 positive microglia. Based on these results we hypothesized that the uptake of EVs by CD11b/IBA1 positive cells regulates the distribution of CD11b microglia within the SVZ. A loss of function approach was developed using shRNA to Rab27a which is required for exosome biogenesis. Four Rab27a shRNAs were examined, one of which was confirmed to knockdown Rab27a in mouse Neuro-2a neuroblastoma cells *in vitro* (Fig. 4M). tdTomato control or Rab27a shRNA encoding plasmids were co-electroporated into P0 SVZ NSCs. *In vivo* Rab27a knockdown was assessed 48 hrs after electroporation by immunohistochemistry. Rab27a shRNA resulted in a 93% reduction in Rab27a expression that was statistically significant (Rab27a shRNA = 7.64% +/− 1.45 vs. Control = 100% + /−29.34, P < 0.05, N = 4) (4N). Seven days post electroporation robust tdTomato expression was detected within dorsal SVZ NSCs having a basal radial projecting fiber that were nestin positive (Fig. 4E–H, data not shown). CD11b/IBA1 positive microglia were present within the SVZ and Rab27a knockdown resulted in similar numbers of CD11b/IBA1 positive microglia at P2. Electroporated dorsal NSCs give rise to astrocytes^12^. Between P2 and P7, the number of CD11b positive IBA1 positive microglia began to decrease (Fig. 4O). However, Rab27a increased the number of CD11b/IBA1 positive microglia in the SVZ (Fig. 4I–L,O). These results support a role for neonatal astrocyte EVs in regulating the number of CD11b positive microglia in the SVZ.

**Figure 4:**
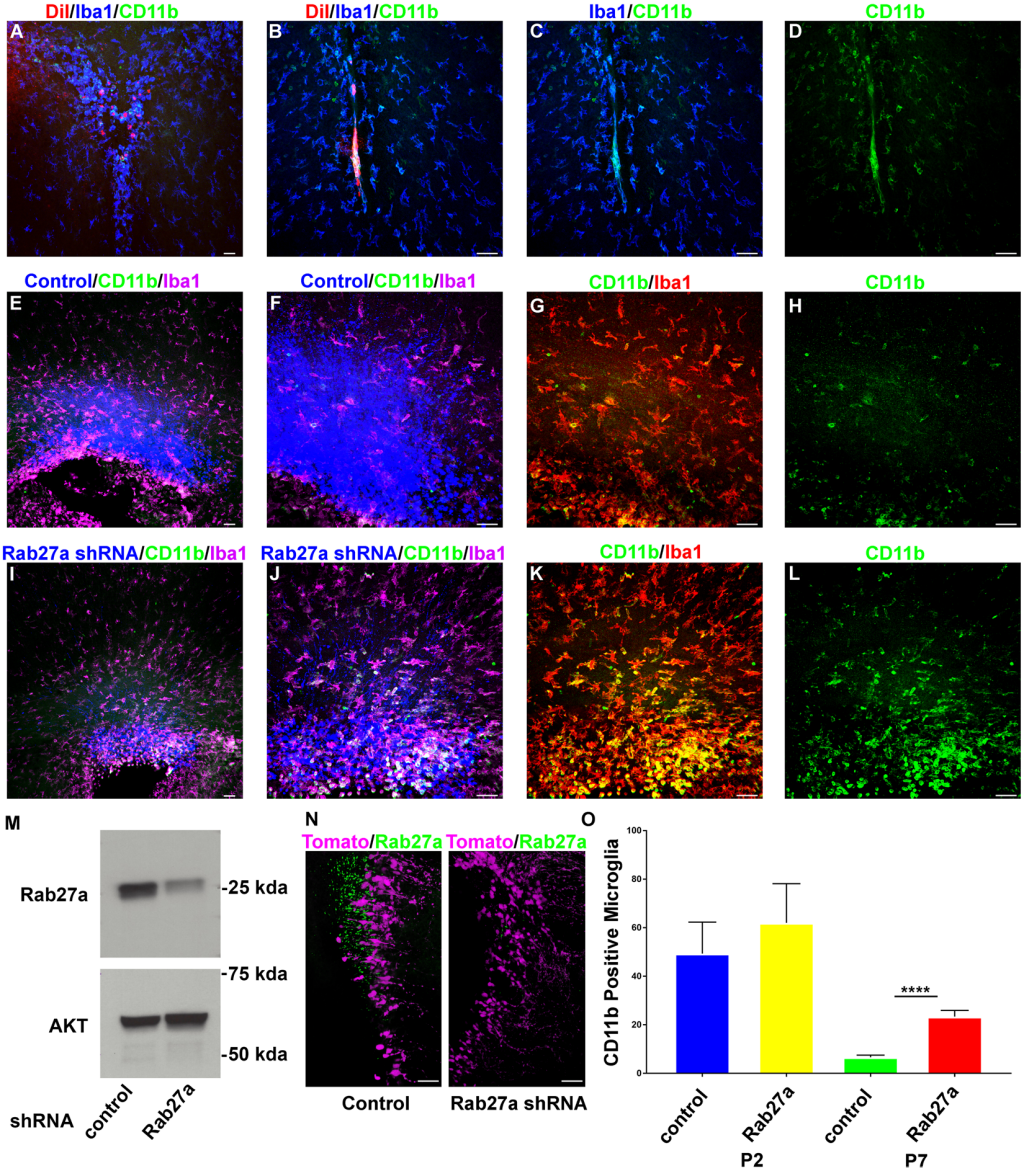
(**A**–**D**) Images of coronal brain sections showing DiI (red) labeled EVs taken up by IBA1 (blue) and CD11b (green) positive microglia. (**E,F**) Tomato and control plasmid (blue) dorsal SVZ electroporations stained for CD11b (green) and IBA1 (magenta) at P7, 10x (**E**), 20x (**F**). (**G**,**H**) 20x magnification of E showing CD11b (green) and IBA1 (red) (**G**) or CD11b (**H**). (**I**,**J**) Tomato and Rab27a shRNA plasmid (blue) dorsal SVZ electroporations stained for CD11b (green) and IBA1 (magenta) at P7, 10x (**I**), 20x (**J**). (**K**,**L**) 20x magnification of I showing CD11b (green) and IBA1 (red) (**K**) or CD11b (**L**). (**M**) Western blot of Rab27a following shRNA mediated knockdown. (**N**) Images of coronal section stained for Rab27a (green) following control or Rab27a shRNA and tomato (magenta) co-electroporation at P0 and sacrificed 48 hrs later. (**O**) Quantification of CD11b positive microglia at P2 and P7 following control or Rab27a shRNA electroporation. Data are represented as mean ± SEM. ****p < 0.0001 A, E, I scale bar, 100 μm. B–D, F–H, J–L, N scale bar, 50 μm.

Previous work demonstrated that NSC EVs contain immunomodulatory small RNAs and regulate a transcriptional network that induces microglia to increase the synthesis and release of cytokines. 

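EVs released by primary mouse cortical astrocytes were compared with EVs released by primary neural stem cells (NSCs) of the subventricular zone, with 3 small RNA libraries for each EV type. EVs are vesicles that carry RNA and protein out of a cell, and miRNAs are short RNAs that repress the mRNAs they pair with. The paper grew the astrocytes from dorsal cortices of CD1 pups at postnatal day 4 and shook the flasks to remove microglia and then oligodendrocytes. The astrocytes were moved to exosome-free medium when split and were later plated in medium with 2% fetal bovine serum, from which EVs were taken. The paper describes EV isolation for astrocyte medium, as the pellet of a spin at 100000 × g for 90 min after slower spins had removed cells and debris. RNA was purified with Trizol and a SeraMir column. The paper names an Illumina small RNA kit and a HiSeq for the libraries, while the series record names a CleanTag kit and a NextSeq, and the conflict could not be settled here. The paper's text does not give the culture medium of these NSCs, the isolation of their EVs or a number of libraries for the miRNA comparison. Its statistics section names the Banana Slug Analytics Platform for heat maps and clustering, but ties no test to the miRNA panels. The p-value marks in the legend of Fig. 5 are not tied to them either.

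The authors deposited a table of whole-number counts for 61949 annotated rows, with 902 mature miRNAs, 788 miRNA hairpins, and rows for tRNAs, rRNAs, small nuclear and nucleolar RNAs, piRNAs and RefSeq genes in sense and antisense. The counts of astrocyte EV replicates 1, 2 and 3 summed to 85895468, 72359982 and 111851274. Those of NSC EV replicates 1, 2 and 3 summed to 48217726, 44620985 and 50898531. The paper's stated depth is about 10 M to 15 M reads per sample (M, mega), and the values here use the table, where a read can be counted on more than 1 row. Of the 39091 rows with at least 100 counts, 813 hold the same 6 counts as another row. Mature miRNAs took 182075, 209445 and 399211 counts in astrocyte EV replicates 1 to 3 and 259560, 203506 and 177093 counts in NSC EV replicates 1 to 3. This is 0.212% to 0.357% of the table in astrocyte EVs and 0.348% to 0.538% in NSC EVs. At this depth the 3 counts that a count of 0 allows correspond to 7.51 to 16.9 CPM (counts per 1e+06 mature miRNA counts) without TMM. The CPM levels of single miRNAs in the text and the folds against 0 to 3 counts are scaled by TMM. CPM floors, shares, detection, clustering and correlations are not. Intervals and floors cover counting error only.

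Mature miRNAs passing edgeR's default low-count filter were tested on the counts with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. The log2 fold change is astrocyte EVs minus NSC EVs throughout. The main tests, most alternatives, the miRNA lists and the rule for named miRNAs were set before the count table was examined. Fig. 5, which shows values from these libraries, had been seen by then. The other tests and alternatives were added later. Mature miRNAs of identical sequence, such as miR-486a-5p and miR-486b-5p, share reads, and near-identical Let-7 family members may. The labels do not say that the replicates came from separate cultures or animals, so p-values measure only the spread between these samples, which may be technical.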

As an unbiased approach to begin to examine astrocyte EV functions, small RNA sequencing of astrocyte EVs was also performed. It was not surprising that neonatal astrocyte EVs contained many of the same miRNAs identified in neonatal NSC EVs including Let-7 family members (Fig. 5A). 

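Let-7 family members, which promote differentiation in many tissues, were among the most abundant mature miRNAs of both EV types. In NSC EVs miR-9-5p (111886 CPM) stood between let-7c-5p (249140 CPM) and let-7b-5p (85233.5 CPM). The family took 41.8% ± 4.12 (SD, n = 3 libraries) of mature miRNA counts in astrocyte EVs and 45.8% ± 6.66 (SD, n = 3) in NSC EVs. The libraries of the EV types overlapped (exact two-sided permutation test, p = 0.7, where 0.1 is the smallest p that 3 libraries against 3 allow). In single libraries the share ran from 39.2% (95% Wilson interval 39.0% to 39.4%) in astrocyte EV replicate 2 to 46.6% (46.4% to 46.7%) in astrocyte EV replicate 3. In NSC EVs it ran from 38.8% (38.6% to 39.0%) in replicate 1 to 52.1% (51.8% to 52.3%) in replicate 3. All 9 listed family members that the table holds had at least 10 counts in each of the 6 libraries.

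Let-7c-5p (TGAGGTAGTAGGTTGTATGGTT) was the most abundant mature miRNA in both EV types, with 19.2% ± 1.83 (SD, n = 3) of mature miRNA counts in astrocyte EVs and 25.3% ± 5.53 (SD, n = 3) in NSC EVs. The table places it on chromosome 15 of mm10 from 85706616 to 85706637, where GENCODE vM21 annotates an exon of the noncoding RNA Lncppara. It had a log2 fold change of -0.27 (SE 0.45, adjusted p = 0.634 from edgeR's quasi-likelihood test), 0.00 without astrocyte EV replicate 1, 0.04 without NSC EV replicate 3 and -0.58 (adjusted p = 0.0496) without astrocyte EV replicate 3. Let-7b-5p, from 85707325 to 85707346 in the same gene, took 11.5% ± 3.59 and 8.68% ± 1.49 (SD, n = 3 each), with a log2 fold change of 0.57 (SE 0.47, adjusted p = 0.356 from edgeR). Without astrocyte EV replicate 3 this fold change was 0.02.

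Of the 9 Let-7 family members tested, 2 were higher in astrocyte EVs (let-7d-5p and let-7e-5p), 2 were lower (let-7g-5p and miR-98-5p) and 5 did not pass the test. These counts were the same when adjusted over the list alone, and the list as a whole had an adjusted p = 0.867 from limma's camera. Among the 5, let-7a-5p was called higher with the alternative test DESeq2 (0.52, adjusted p = 0.0463). Let-7f-5p was called lower with DESeq2 (-0.69, adjusted p = 0.0221) and by edgeR with a minimum of 10 counts (-0.94, adjusted p = 0.0327). Let-7e-5p had a log2 fold change of 1.75 (SE 0.37, adjusted p = 0.00695 from edgeR). Let-7g-5p, on chromosome 9 from 106178846 to 106178867 in an intron of Wdr82, stood at 3448 ± 900 CPM (SD, n = 3) in astrocyte EVs and 21330.5 ± 4184 CPM (SD, n = 3) in NSC EVs. This is a log2 fold change of -2.63 (SE 0.36, adjusted p = 0.00207 from edgeR). The calls of let-7d-5p (0.98, adjusted p = 0.0338 from edgeR) and of miR-98-5p (-0.93, adjusted p = 0.0327), which was chosen after its values were seen, were lost when single libraries were left out, and with the replicate number as a block, without a low-count filter or with library sizes from all non-hairpin rows. For let-7d-5p the adjusted p was 0.0769 without astrocyte EV replicate 2, 0.0739 without NSC EV replicate 2 and 0.0686 without NSC EV replicate 3. For miR-98-5p it ran from 0.0506 to 0.153 without astrocyte EV replicate 1, 2 or 3 or NSC EV replicate 1 or 3.

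With at least 10 counts in all 3 libraries of a group, 192 mature miRNAs were detected in astrocyte EVs and 210 in NSC EVs. Of these, 150 were detected in both, which is 78.1% of the astrocyte EV miRNAs and 71.4% of the NSC EV miRNAs. At a minimum of 1 count the number in both was 228. The 150 shared miRNAs held 96.1% to 97.8% of the mature miRNA counts of each library.

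Without the listed red blood cell miRNAs in the denominator, the Let-7 share was 46.5% in astrocyte EVs and 45.9% in NSC EVs (exact two-sided permutation test, p = 1). As a share of all non-hairpin counts it was 0.122% ± 0.0419 (SD, n = 3) in astrocyte EVs and 0.202% ± 0.0175 (SD, n = 3) in NSC EVs (exact two-sided permutation test, p = 0.1).

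**Figure D1:**
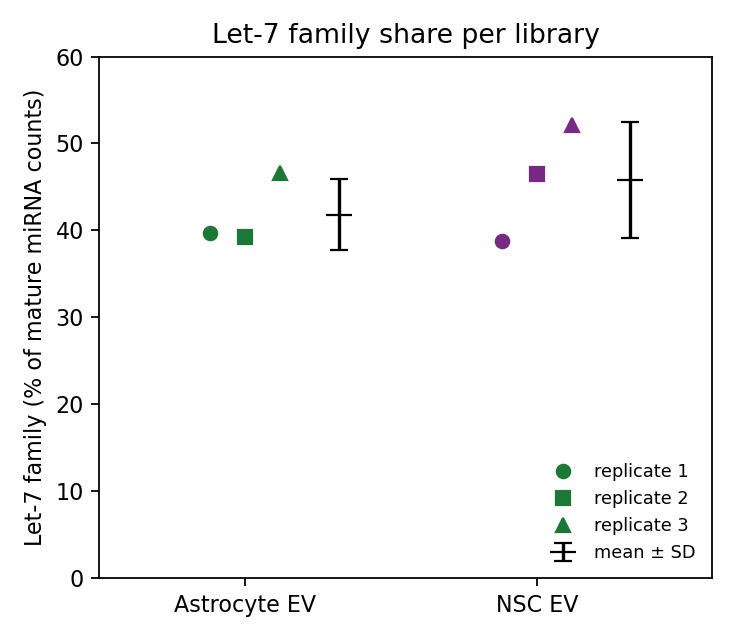
Let-7 family share of mature miRNA counts, in percent, for each of the 3 astrocyte EV and 3 NSC EV libraries, with the mean and SD of each group. The libraries of the EV types overlap between 39.2% and 46.6%.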

To determine the similarity of astrocyte EVs to NSC EVs, small RNA signatures determined by small-RNA sequencing were subjected to hierarchical clustering. 

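Small nuclear RNAs, which act in splicing in the nucleus, took 0.516% ± 0.376 (SD, n = 3 libraries) of all counts in astrocyte EVs and 4.32% ± 0.923 (SD, n = 3) in NSC EVs. tRNA rows took 44.6% ± 7.22 (SD, n = 3) of counts in astrocyte EVs and 29.2% ± 6.79 (SD, n = 3) in NSC EVs, and rRNA rows took 17.0% ± 2.24 and 11.1% ± 2.20 (SD, n = 3 each). For each of these RNA classes, every library of one EV type lay above every library of the other (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow, and adjusted p = 0.138 over 18 classes). C/D box small nucleolar RNAs, which guide the methylation of rRNA, took 0.0352% ± 0.0123 and 0.0673% ± 0.0426 (SD, n = 3 each), with overlapping libraries (exact p = 0.2, adjusted p = 0.24). All of these are shares of table counts, where a read can be counted on more than 1 row, and not shares of reads. In astrocyte EV replicate 1, tRNA-GlyGCC rows on chromosomes 1 and 3 held 1799882 and 1799670 counts, and the RefSeq row Trim2 held 1799915. The number of annotated copies may therefore weigh on these shares.

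The libraries were clustered by 1 minus the Pearson correlation of log2(CPM + 1) with average linkage, over the 50252 rows with at least 10 counts in all libraries together. The first split of the tree placed the 3 astrocyte EV libraries on one branch and the 3 NSC EV libraries on the other. Pearson correlations over these rows were 0.911 to 0.980 among astrocyte EV libraries, 0.905 to 0.961 among NSC EV libraries and 0.828 to 0.906 between them. The same split was obtained from 492 mature miRNA rows alone. On untransformed CPM, 4 of 6 libraries fell with their group, and NSC EV replicate 2 formed a branch of its own.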

Astrocyte EVs clustered with astrocyte EVs whereas NSC EVs clustered together (Fig. 5B). 

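Most tested brain-enriched miRNAs and most members of the miR-17~92 cluster with its paralogs, known to promote proliferation, were lower in astrocyte EVs than in NSC EVs, while most tested miRNAs of the miR-232724 clusters, of red blood cells and of mesenchymal cells were higher. As whole lists these passed limma's camera, but none did with an estimated correlation (adjusted p = 0.301 to 0.407 with an estimated correlation). In all, 57 of 256 mature miRNAs were higher and 66 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 121 of them differed at least 2-fold. The groups did not overlap for 166 of the 256 miRNAs (64.8%, where chance gives 10%).

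Of 12 tested brain-enriched miRNAs, 8 were lower, 0 were higher and 4 did not pass the test (camera adjusted p = 9.19e-06, and adjusted p = 0.301 with an estimated correlation). For this list and for those that follow, the counts were the same when adjusted over the list alone. MiR-7a-5p (TGGAAGACTAGTGATTTTGTTGT), enriched in neurons and endocrine cells, is placed by the table on chromosome 13 of mm10 from 58392841 to 58392863 in an intron of Hnrnpk. It stood at 86.0 ± 4.87 CPM (SD, n = 3) in astrocyte EVs and 10203 ± 394 CPM (SD, n = 3) in NSC EVs, a log2 fold change of -6.88 (SE 0.35, adjusted p = 2.87e-05 from edgeR). MiR-128-3p, placed on chromosome 1 from 128202404 to 128202424 in an intron of R3hdm1, stood at 151 ± 23.0 and 12194 ± 3702 CPM (SD, n = 3 each). Its log2 fold change was -6.33 (SE 0.42, adjusted p = 1.09e-04 from edgeR). Whether other loci contribute to the counts of miR-7a-5p and miR-128-3p was not tested. MiR-7b-5p had 0 counts in the astrocyte EV libraries and 1129 counts in the NSC EV libraries, which is at least 401-fold lower against 3 counts over the group. MiR-124-3p, a miRNA of neurons, had 0 and 244 counts and was at least 86.6-fold lower. MiR-9-5p, a regulator of neural progenitors and the most abundant miRNA of this list, had 262, 388 and 15329 counts in astrocyte EV replicates 1 to 3 and 30807, 29480 and 15706 counts in NSC EV replicates 1 to 3. Its log2 fold change was -2.69 (SE 1.31, adjusted p = 0.130 from edgeR) and -6.29 (adjusted p = 1.35e-05) without astrocyte EV replicate 3.

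Of 9 tested members of the miR-17~92 cluster and its paralogs, 8 were lower and only miR-92a-3p did not pass the test (1.37, adjusted p = 0.143 from edgeR, and 0.23 without astrocyte EV replicate 3). As a list they had a camera adjusted p of 0.00448, and an adjusted p = 0.301 with an estimated correlation. MiR-20a-5p stood at 38.9 ± 23.4 CPM (SD, n = 3) in astrocyte EVs and 1724 ± 657 CPM (SD, n = 3) in NSC EVs, a log2 fold change of -5.45 (SE 0.65, adjusted p = 0.00159 from edgeR). MiR-17-5p had a log2 fold change of -4.78 (SE 0.64, adjusted p = 0.00207 from edgeR), and -5.58 without astrocyte EV replicate 3. MiR-25-3p (-1.13, adjusted p = 0.0264 from edgeR) lost its call without astrocyte EV replicate 1 (0.131) or 2 (0.0993), without NSC EV replicate 1 (0.162) or 2 (0.0650) and in some other settings. Over these left-out libraries its log2 fold change ran from -0.72 (without NSC EV replicate 1) to -1.36 (without NSC EV replicate 2).

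Of 6 tested members of the miR-232724 clusters, 4 were higher and 2 did not pass the test (camera adjusted p = 0.0253, and adjusted p = 0.362 with an estimated correlation). MiR-27b-3p stood at 5030 ± 2885 CPM (SD, n = 3) in astrocyte EVs and 764 ± 104 CPM (SD, n = 3) in NSC EVs, a log2 fold change of 2.72 (SE 0.55, adjusted p = 0.00666 from edgeR). MiR-23a-3p had a log2 fold change of 3.52 (SE 0.74, adjusted p = 0.00695 from edgeR), with an adjusted p of 0.0676 without NSC EV replicate 2. MiR-22-3p, which belongs to no list, stood at 24900.1 ± 4901 and 3128 ± 1042 CPM (SD, n = 3 each), a log2 fold change of 2.99 (SE 0.39, adjusted p = 0.00207 from edgeR).

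Of 6 tested red blood cell miRNAs, 5 were higher and 1 did not pass the test (camera adjusted p = 0.00209, and adjusted p = 0.301 with an estimated correlation). MiR-486a-5p (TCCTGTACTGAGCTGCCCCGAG), on chromosome 8 from 23142587 to 23142608 in an intron of Ank1, stood at 19063, 40093 and 101933 CPM in astrocyte EV replicates 1 to 3 and at 1252 ± 361 CPM (SD, n = 3) in NSC EVs. The log2 fold change was 5.42 (SE 0.74, adjusted p = 0.00207 from edgeR), and 4.35 without astrocyte EV replicate 3. MiR-451a had 389 counts in the astrocyte EV libraries and 0 in the NSC EV libraries and was at least 122-fold higher against 3 counts over the group. All 3 tested mesenchymal miRNAs were higher (camera adjusted p = 0.0422, with 0.0550 without astrocyte EV replicate 1 and an adjusted p = 0.407 with an estimated correlation). Of them miR-199a-3p and miR-199b-3p hold the same counts in all 6 libraries, so they are 1 measurement, and their call was lost without NSC EV replicate 2 (adjusted p = 0.0581 from edgeR). MiR-143-3p, a miRNA of smooth muscle and fibroblasts on chromosome 18 from 61649199 to 61649219, stood at 51550.4, 54534 and 3871 CPM in astrocyte EV replicates 1 to 3 and at 661 ± 203 CPM (SD, n = 3) in NSC EVs. The log2 fold change was 5.79 (SE 1.01, adjusted p = 0.00427 from edgeR).

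Without NSC EV replicate 2, 34 miRNAs were higher and 45 were lower by the same test. Taking library sizes from all non-hairpin rows moved the median log2 fold change of the tested miRNAs from -0.06 to -0.22 and gave 41 higher and 64 lower.

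**Figure D2:**
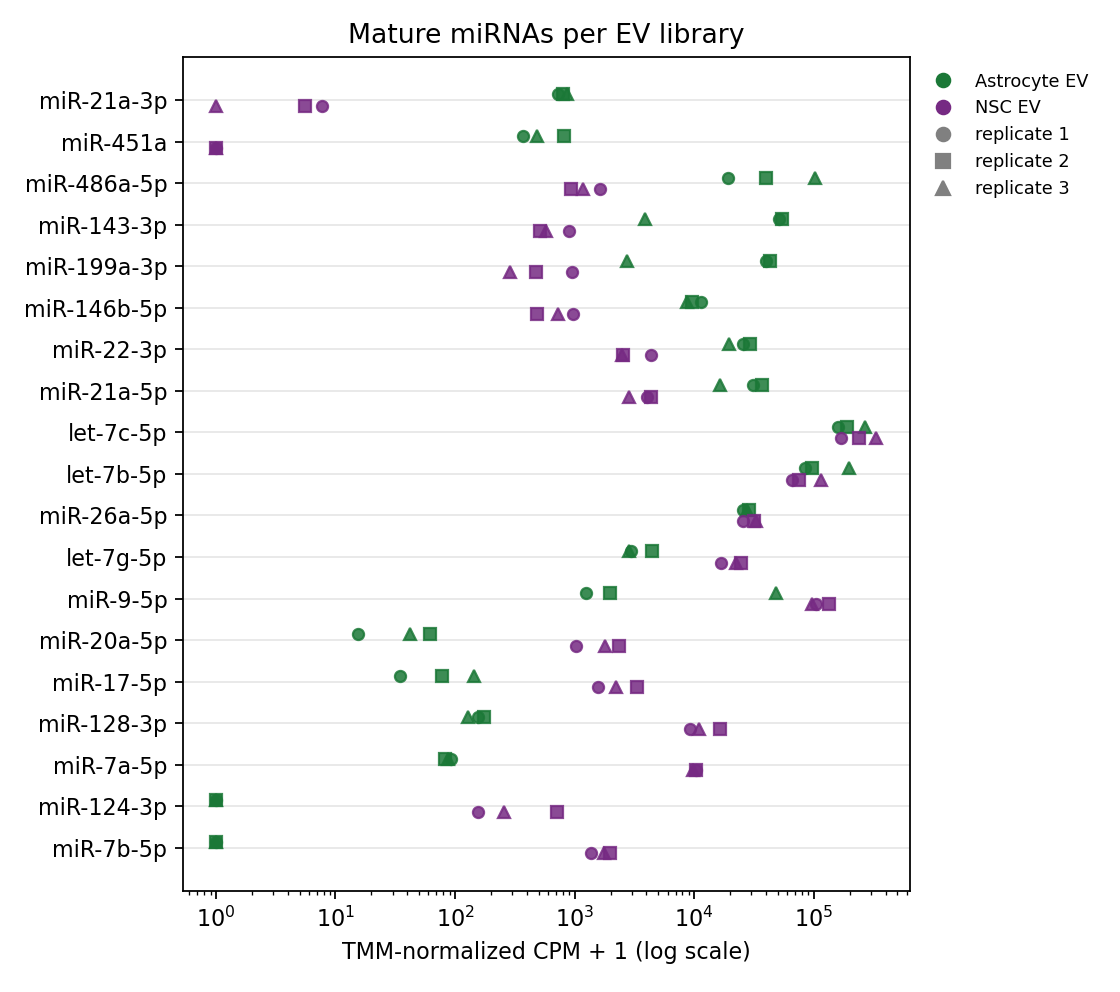
TMM-normalized CPM plus 1 of 19 mature miRNAs on a log axis, with 1 point per library, green for astrocyte EVs and purple for NSC EVs, and circles, squares and triangles for replicates 1, 2 and 3. The points of miR-7a-5p lie near 86.0 CPM in astrocyte EVs and near 10203 CPM in NSC EVs, and astrocyte EV replicate 3 lies apart from replicates 1 and 2 for miR-9-5p and miR-143-3p.

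**Figure D3:**
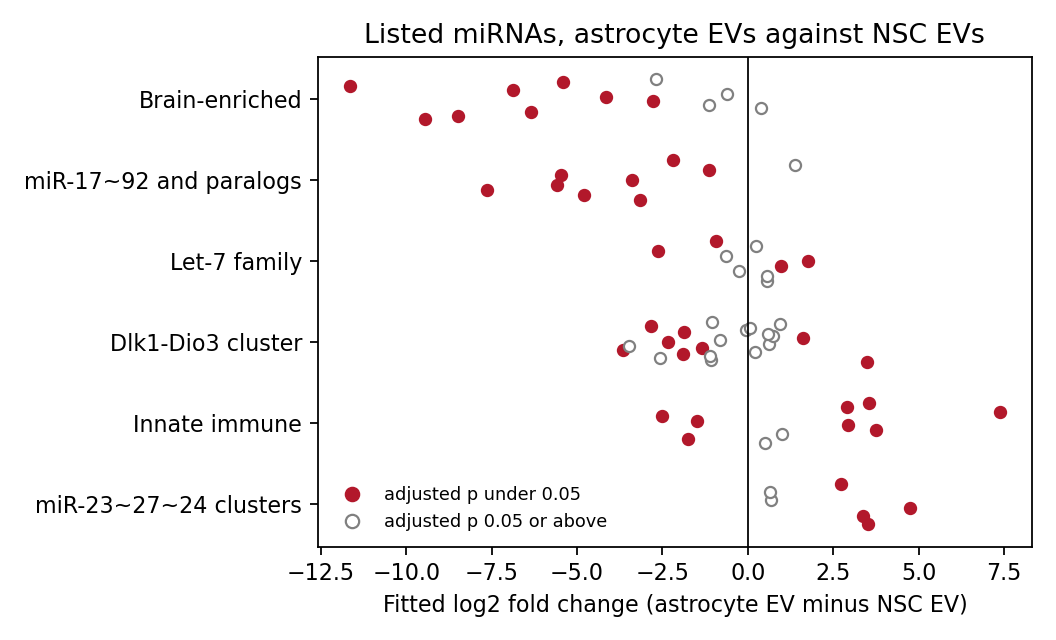
Fitted log2 fold changes (astrocyte EVs minus NSC EVs) of the tested members of 6 miRNA lists, with 1 point per miRNA and filled red points for an adjusted p under 0.05. Of the brain-enriched miRNAs 8 of 12 lie below 0 as filled points, fitted values of miRNAs with 0 counts in one group depend on edgeR's prior count, and let-7i-5p turns from 0.24 to -0.20 with library sizes from all non-hairpin rows.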

A small group of miRNAs were significantly differentially represented in astrocyte EVs and NSC EVs, many of which were several-fold differentially expressed (Fig. 5C,D). It was tempting to speculate that based on the conservation of immunomodulatory miRNAs in astrocyte EVs and the temporal induction of CD9, that astrocyte EVs may have immunomodulatory and morphogenic properties similar to neonatal SVZ NSCs. To test this hypothesis, EVs from neonatal astrocytes were used to treat cultured microglia. 

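miRNAs that are induced by or act on innate immune signaling had counts in both EV types, and most of those listed differed in level. Of the 10 listed miRNAs, all of them tested, 5 were higher in astrocyte EVs, 3 were lower and 2 did not pass edgeR's quasi-likelihood test, and the counts were the same when adjusted over the list alone. As a list they were higher (camera adjusted p = 0.0454), with an adjusted p = 0.301 with an estimated correlation. The listed miR-146a-5p, miR-155-5p, miR-125a-5p, miR-125b-5p and miR-29a-3p fall outside the rule for named miRNAs and were chosen after their values were seen.

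MiR-146b-5p, which is induced by NF-κB and represses Toll-like receptor signaling, lies on chromosome 19 of mm10 from 46342790 to 46342811 in an intron of Mfsd13a. It stood at 9902 ± 1300.05 CPM (SD, n = 3) in astrocyte EVs and 726 ± 243 CPM (SD, n = 3) in NSC EVs, a log2 fold change of 3.77 (SE 0.39, adjusted p = 8.95e-04 from edgeR). MiR-21a-5p, on chromosome 11 from 86584120 to 86584141 in an exon of Vmp1, stood at 28109 ± 10571 and 3749.8 ± 798 CPM (SD, n = 3 each), a log2 fold change of 2.91 (SE 0.43, adjusted p = 0.00271 from edgeR). The other arm of its hairpin, miR-21a-3p, had 579 counts in the astrocyte EV libraries and 3 in the NSC EV libraries, a ratio of 181 (95% counting interval 61.7 to 881). MiR-155-5p, induced in activated macrophages and microglia, had a log2 fold change of 2.93 (SE 0.57, adjusted p = 0.00617 from edgeR), with an adjusted p of 0.0522 without NSC EV replicate 2. MiR-29a-3p (3.55, adjusted p = 0.0186 from edgeR) lost its call without astrocyte EV replicate 2 (0.0643) or NSC EV replicate 2 (0.122) or 3 (0.0510).

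MiR-181a-5p, which tunes receptor signaling in lymphocytes, was lower, at 23539 ± 9837 CPM (SD, n = 3) in astrocyte EVs and 65312 ± 25229 CPM (SD, n = 3) in NSC EVs. Its log2 fold change was -1.47 (SE 0.46, adjusted p = 0.0321 from edgeR), and -0.81 (adjusted p = 0.2502) without NSC EV replicate 1. The call was also lost, at adjusted p from 0.0661, without astrocyte EV replicate 1 or 2 or NSC EV replicate 2 or 3. MiR-181c-5p had a log2 fold change of -2.52 (SE 0.63, adjusted p = 0.0143 from edgeR), which lost its call without astrocyte EV replicate 1 (0.0656) or NSC EV replicate 1 (0.110), 2 (0.0560) or 3 (0.0632) and was -3.56 (6.74e-04) without astrocyte EV replicate 3. MiR-125b-5p had a log2 fold change of -1.74 (SE 0.52, adjusted p = 0.0280 from edgeR), and lost its call without astrocyte EV replicate 1 (0.0646) or 2 (0.0727) or NSC EV replicate 2 (0.0668) or 3 (0.0525) and in some other settings. MiR-146a-5p (0.99, adjusted p = 0.0896 from edgeR) and miR-125a-5p (0.50, adjusted p = 0.427) did not pass the test. Without NSC EV replicate 1, miR-146a-5p did (1.69, adjusted p = 0.0273).

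Of 3 tested miRNAs of microglia and white blood cells, miR-142a-5p was higher (log2 fold change 3.15, SE 0.79, adjusted p = 0.0145 from edgeR, and 2.24 without astrocyte EV replicate 2), miR-150-5p was lower and miR-342-3p did not pass the test (camera adjusted p = 0.867 for the list). MiR-150-5p had 0 counts in the astrocyte EV libraries and 46 in the NSC EV libraries and was at least 16.3-fold lower against 3 counts over the group, with an adjusted p of 0.0648 with the replicate number as a block. In the libraries where these miRNAs were higher, miR-144-3p of red blood cells was also higher (118 against 2 counts, a ratio of 55.4, 95% counting interval 15.0 to 463), as was mesenchymal miR-199a-3p (28699 ± 22528 against 572 ± 346 CPM, SD, n = 3 each), whose call was lost without NSC EV replicate 2.

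The call of the immune list was lost with library sizes from all non-hairpin rows (adjusted p = 0.0761 from limma's camera) and without astrocyte EV replicate 1 (0.0550) or 3 (0.0863) or NSC EV replicate 1 (0.0755), 2 (0.124) or 3 (0.0977). From the immunomodulatory miRNAs that the EV types share and the timing of CD9 expression, the paper speculates that astrocyte EVs may have effects on immune cells and on development like those of NSC EVs.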

Astrocyte EVs stimulated a unique microglia cytokine profile (Fig. 5E). Taken together, these results demonstrate that neonatal astrocytes generate CD9 positive EVs that are targeted to and modify microglia.

**Figure 5:**
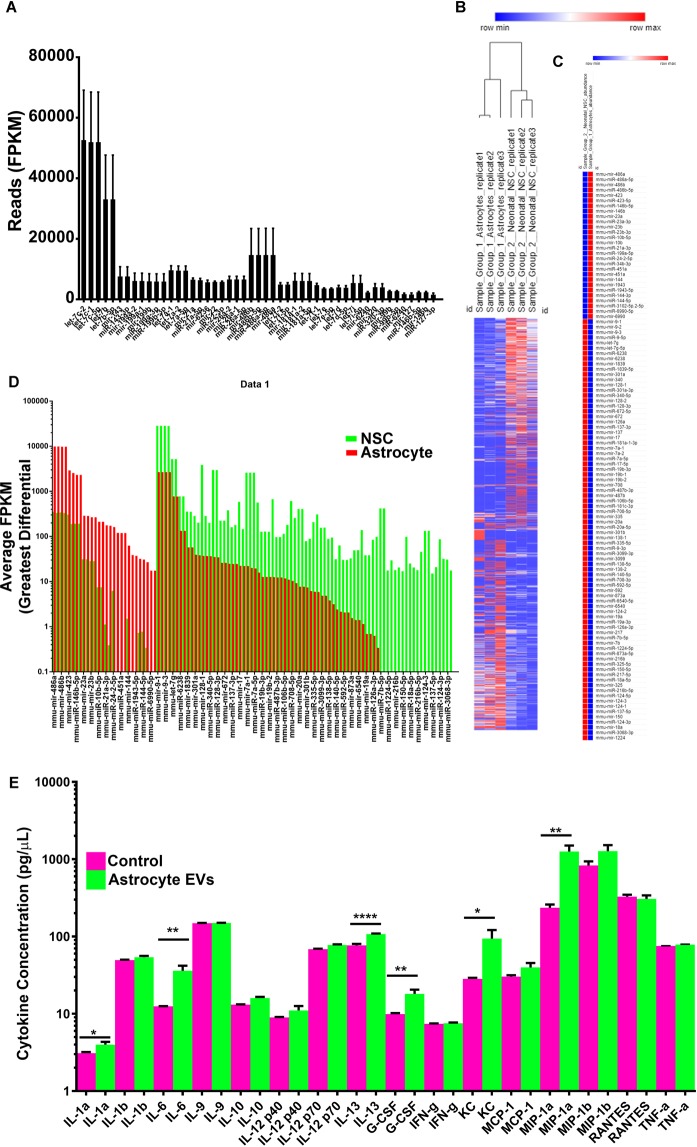
(**A**) Top most abundant miRNA reads from astrocyte EVs. (**B**) Hierarchical clustering analysis of small RNAs from neonatal NSC and astrocyte EVs. (**C**) Statistically significant up and down-regulated miRNAs. (**D**) Differential expression profile of individual miRNAs. (**E**) Cytokine profiles from microglia condition media. Data are represented as mean ± SEM. *p < 0.05; **p < 0.01; ****p < 0.0001.

## Discussion

Here we report the generation of an inducible CD9-GFP mouse. Tetraspanin proteins are useful for the isolation, characterization, and functional evaluation of EVs. A notable triad of exosome tetraspanin proteins includes CD9, CD63, and CD81^22–25^. Overlap between these markers exists, although each can also demarcate unique vesicle populations^25^. CD9 and CD63 are found throughout the secretory pathway including in lysosomes and the cell membrane but are enriched within MVBs^26^. CD63 fluorescent fusion proteins have been used for over a decade to study EVs. Notable examples are the use of CD63-GFP to demonstrate that classical morphogens such as Hedgehog and Wingless are transferred with EVs^27,28^. CD63-GFP has been used to study exosomes in mammalian EVs, including from mouse, rat, and human cells. For example, CD63-GFP was used to demonstrate transfer of EVs from T cells through an immunological synapse to antigen presenting cells^29^. More recently tag-GFP from copepods was fused to CD63 and used to create transgenic rats^30^. The expression of CD63-GFP is sustained from a ubiquitously activated CAG promoter (CAG-CD63-GFP)^30^. CAG-CD63-GFP was found in many tissues including within the heart, lung, and cortex, hippocampus and cerebellum of the brain. Moreover, CD63-GFP containing EVs could be isolated from biological fluids or from media conditioned from CD63-GFP expressing primary cell cultures^30^. A similar SOX2-CD63-GFP rat was generated although this model had a much more restricted developmental CD63-GFP distribution and was enriched in NSCs^31^. The TIGER mouse offers the primary advantage of combining ubiquitous expression with a CRE-inducible system and allows for cellular and temporal control of EV labeling. Expression therefore could be titrated to more cell types as demonstrated with CAG-CRE-ER^T2^ or fewer as occurred with Nestin-CRE-ER^T2^. Using CLARITY, robust *in vivo* labeling was demonstrated within a wide range of tissue types including spleen, heart, kidney, and brain. To our surprise, the subcellular distribution of CD9-GFP was frequently cell-type dependent. These results suggest that CD9 may label distinct EV subtypes, but this depends on the cell of origin.

A convergent cell-type labeled by CAG-CRE-ER^T2^ and *nestin*-CRE-ER^T2^ were astrocytes. Labeling within the brains of CAG-CRE-ER^T2^ mice was robust by P10 as evidenced by CLARITY whole brain imaging. Cells had a bushy appearance similar to astrocytes and when subjected to immunohistochemistry, labeled cells within the cortex were frequently positive for astrocyte markers GFAP or GS. These results led to the hypothesis that astrocytes from early cortical development release EVs. Astrocytes from the adult brain release EVs, however whether astrocytes release EVs during development was unknown. Here, cultured cortical astrocytes released EVs that were 136 nm in size and contained CD9 and CD63. CD9 expression was up-regulated within the cortex of the juvenile brain and into adulthood as quantified by western blot. Bioinformatic analysis confirmed astrocyte CD9 and CD63 expression which was confirmed by western blotting neonatal cortical astrocytes and cortical astrocyte EVs.

Microglia infiltrate the cortex after the first postnatal week. Neonatal NSC EVs can regulate microglia^4^. Since dorsal SVZ NSCs give rise to astrocytes, it was hypothesized that astrocyte EVs might also regulate microglia. The ability of astrocyte EVs to mobilize peripheral immune cells also supports this hypothesis^32^. In further support of this hypothesis, the majority of injected DiI labeled astrocyte EVs were taken up by CD11b positive IBA1 positive microglia. The possibility that other cell types may take up astrocyte EVs cannot be ruled out. In addition, by seven days post-electroporation, Rab27a knockdown increased the number of CD11b/IBA1 microglia. These results are surprising given the activated phenotype of microglia cultures exposed to NSC EVs^4^. As opposed to inducing an activated CD11b state, these results suggest those microglia having an activated state selectively take up EVs and that this uptake is associated with conversion to a non-CD11b state or dispersion from the SVZ.

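The most abundant mature miRNAs of astrocyte EVs and of NSC EVs overlapped in part. Of the 15 with the largest share of mature miRNA counts in each EV type, 7 were shared, namely let-7a-5p, let-7b-5p, let-7c-5p, let-7f-5p, let-7i-5p, miR-26a-5p and miR-181a-5p, and 6 of the 15 in each EV type were Let-7 family members. Ranked by TMM-scaled CPM, miR-9-5p takes the place of let-7d-5p in astrocyte EVs, which gives 8 shared miRNAs and 5 Let-7 family members there. This place of miR-9-5p rests on astrocyte EV replicate 3, without which it ranks 56 instead of 15. On either scale miR-486a-5p with miR-486b-5p and miR-199a-3p with miR-199b-3p, which share reads, take 4 of the 15 places in astrocyte EVs. MiR-26a-5p, which is widely expressed, stood at 27212 ± 1555 CPM (SD, n = 3 libraries) in astrocyte EVs and 30059 ± 4018 CPM (SD, n = 3) in NSC EVs. Its log2 fold change was -0.14 (SE 0.30, adjusted p = 0.709 from edgeR's quasi-likelihood test), and 0.01 without astrocyte EV replicate 1. MiR-181b-5p, among the 15 of NSC EVs alone, had a log2 fold change of -2.43 (SE 0.45, adjusted p = 0.00505 from edgeR). MiR-486a-5p, miR-143-3p, miR-199a-3p, miR-21a-5p and miR-22-3p were among the 15 of astrocyte EVs alone.

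Across the 252 mature miRNAs detected in either EV type, mean log2(CPM + 1) in astrocyte EVs and NSC EVs had a Pearson correlation of 0.517 and a Spearman correlation of 0.595. These are correlations across miRNAs, which are not independent replicates. Between single libraries, Pearson correlations of these miRNAs were 0.925 to 0.934 among NSC EV libraries and 0.408 to 0.604 between EV types. Astrocyte EV replicates 1 and 2 had a correlation of 0.935, and replicate 3 had 0.839 and 0.848 with them.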

To the surprise of the investigators, EVs from NSCs and astrocytes had considerable overlap, including members of the Let-7 family, yet clearly had a distinct signature. In relation to this signature, the effect of astrocyte EVs induced microglia cytokine profiles that differed from NSC EV induced responses. It is unclear at this time what accounts for the differential immune responses to EVs but could be related to the RNA signature present within the cell types. It would appear that molecules that function similar to PD-L1 or noncoding RNAs such as hY4 may be responsible for differences in immune responses^33,34^. Identifying differences in EV content and immune responses will prove critical in developing novel immunomodulatory strategies for regulating the neuro-immune axis.

## Methods

### Animals

The experimental protocols were approved by the Clemson University Institutional Animal Care and Use Committee. Experiments were performed according to guidelines set forth by the Clemson University Institutional Animal Care and Use Committee and NIH Guide for the Care and Use of Laboratory Animals. For primary cell culture experiments and for neonatal electroporations, pregnant CD-1 mice were obtained from Charles River Laboratories. The following strains were acquired from Jackson Laboratories and crossed to CD9 mice: Tomato, B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato), Hze/J Stock No: 007909 Ai9; Nestin-CRE-ER^T2^, C57BL/6-Tg(Nes-cre/ERT2)KEisc/J, Stock No: 016261; CAG-CRE-ER^T2^, B6.129-Gt(ROSA)26Sortm1(cre/ERT2)Tyj/J, Stock No: 008463. Mice were housed under pathogen-free conditions with a 12-hr light/dark cycle. Pooled samples of both genders were used.

### Astrocyte culture

24 hrs prior to culture initiation, wells of a sterile 6 well plate were coated with 2 µg/mL of Poly-L-Lysine stock solution (Sciencell: Catalog #0413) in dPBS according to the manufacture’s instructions. Wells were then washed twice in nuclease free, sterile water prior to plating cells. P4 CD1 mouse pups were euthanized and dorsal cortices were removed. Using a scalpel, cortices were chopped into pieces, and placed into a 15 ml conical tube containing 2 mL of cold DMEM on ice. 400 μL of Trypsin/EDTA was added to the 2 mL of DMEM and placed in the incubator for 10 mins. Cells were triturated with three Pasteur pipettes fire polished to have decreasing bore sizes. 400 μL of trypsin inhibitor was added. Samples were then centrifuged at 200 × g for five mins. The supernatant was disposed of and the pellet was resuspended in 2 ml of warm DMEM for an additional centrifugation step of 200 × g. After decanting the warm DMEM, 10 mL of astrocyte media was added, and the pellet was resuspended. 10 mL of astrocytes in solution was added to a T75 flask containing fresh 15 mL of astrocyte media and pretreated with Poly-L-Lysine. After 4 days, the media was replaced. 7 days post-seeding, the flasks were rotated at 180 RPM for 30 min to remove microglia. The media was exchanged for fresh astrocyte media and rotated for an additional six hrs at 280 RPM to remove oligodendrocytes. The flask was shaken vigorously by hand for 1 min and media decanted. The remaining cells (astrocytes) were next trypsinized and split into 2 new Poly-L-Lysine treated T75 flasks using exosome-free astrocyte media. Four days later the media was changed. 7 days following the split, the enriched astrocyte cultures in the T75 flasks were trypsinized, counted, and seeded into wells. Cortical astrocytes were plated at 1.66 × 10^5^ cells per well in complete astrocyte culture media (2% Fetal Bovine Serum, 100 units/mL Pen-strep, Astrocyte Culture Media [Sciencell; Catalog #1801]). Cultures were place in a 37 °C incubator with 5% CO_2_. After 24 hrs, half of the culture media was replaced with fresh astrocyte culture media. 48 hrs after culture initiation, culture media was collected and used for luminex assays and extracellular vesicle isolation.

### Small RNA sequencing

RNA was isolated by Trizol extraction and SeraMir Exosome RNA column purification (Systems Biosciences). Samples were quantified using the Agilent Bioanalyzer small RNA assay. Libraries were prepared according to manufacturer’s protocol (Illumina small RNA preparation kit). Samples were subjected to 1 × 75 bp single-end reads at an approximate depth of 10–15 million reads per sample on an Illumina Hi-Seq. Aligned reads are analyzed with Banana Slug Analytics Platform (University of California at Santa Cruz).

### CLARITY

Tissues were fixed in 4% paraformaldehyde overnight at 4 °C, and subsequently washed for 15 mins in PBS three times at room temperature. Samples were incubated overnight in a hydrogel monomer solution made up with the X-Clarity Hydrogel Solution kit (Logosbio: Catalog #C1310X). The following day, tissue embedded in the hydrogel monomer was placed within the X-Clarity Logos Polymerization System (Logosbio: Catalog #C20001) for three hrs. Tissues were then briefly washed in PBS at room temperature and placed into the X-Clarity Tissue Clearing System (Logosbio: Catalog #) filled with Electrophoretic Tissue Clearing Solution (Logosbio: Catalog #C13001). Tissue cleared within 8 hrs. The tissue was then washed in room temperature PBS overnight, incubated in X-Clarity Mounting solution (Logosbio: Catalog #C13101) at 37 °C for 30 mins to an hr, and imaged using a Leica SP8 Multiphoton Confocal.

### EV Isolation and labeling

Primary astrocyte cell culture media was subjected to differential centrifugation. Samples were pre-cleared to remove dead cells and debris by performing a 300 × g centrifugation for 10 mins and the supernatant was transferred to a new tube and centrifuged at 2,000 × g for 10 mins. Finally, the media was subjected to a 100,000 × g spin at 4 °C in a Beckman Coulter Optima MAX-XP with a TLA 100.3 rotor for 90 mins (P100 fraction). Centrifuge tubes were weighed and balanced with dPBS prior to centrifugation. Pellets were re-suspended in 25 μL 2% SDS in RIPA buffer containing protease and phosphatase inhibitor cocktail for western blot analysis or 50 μL dPBS for nanoparticle tracking analysis or microglia treatment. Astrocyte EVs were incubated with 0.2 μm prefiltered DiI (ThermoFisher Scientific, V22889) at a 1:1000 dilution (1 μM) for 10 min at RT. Samples are placed into 2.0 mL of dPBS and recentrifuged at 100,000 × g at 4 °C for 30 min. Supernatant was removed and fresh sterile dPBS was added to EVs and vortexed. A Hamilton Syringe with Neuros adapter was loaded with 1–2 μL of DiI-labeled EVs (5.52–11.4 × 10^7^ EVs). P0 CD1 mouse pups are anesthetized on ice for 5 min until pup is not ambulatory. Injections were performed by locating the sagittal suture of the developing skull along the midline of the brain. Hamilton NeurosSyringe needle was placed near the rostral portion of the brain at the midline. The needle was inserted approximately 1 mm laterally and 0.5 mm caudally into the lateral ventricle approximately 2 mm deep. 1–2 μL of DiI-labeled EVs (5.52–11.4 × 10^7^ EVs) were injected into the lateral ventricles. Pups were immediately placed on heating pads for 5 min. Once ambulatory, pups were placed with mothers and sacrificed 1–7 days later.

### Immunohistochemistry

Tissue was harvested and fixed in 4% PFA overnight at 4 °C. Tissue was washed for 1 hr at room temperature in PBS, mounted in 3% agarose, and sectioned into 200 μm thick sections with a Leica VTS 1000 vibratome. Sections were subsequently blocked for an hr in blocking solution (PBS, 0.1% Tween-20, 0.1% Triton-X 100, and 2% BSA). Sections were washed with 0.1% Tween-20 in PBS three times for a total of 15 mins. Sections were incubated in antibody solution (0.1% Tween-20 and 2% BSA in PBS) along with primary antibodies overnight at 4 °C. The following day, slices were washed for 30 min with three exchanges of wash buffer. Sections were incubated in antibody solution with secondary antibodies for 1 hr at room temperature or overnight at 4 °C. Following secondary antibody incubation, sections were washed for 10 min in wash buffer for a total of five times and once in PBS for 10 min prior to being mounted. Antibodies used were GFAP (Cell Signaling: Catalog #12389), IBA1 (Novus Bio: Catalog #NB100-2833), CD11b (Bio-Rad: Catalog #MCA711G), and Glutamine Synthetase (Sigma Aldrich: Catalog #G2781), Rab27a (Cell Signaling: Catalog# D7Z9Q).

### Quantification of microglial cells

The number of CD11b + microglia were quantified in FIJI (Image J) using the cell counter plugin. Confocal Z sections were loaded in FIJI, individual colored channels split, and converted into RGB images. CD11b + microglia were quantified by hand and tracked by the cell counter plugin.

### Quantification of DiI uptake by microglia cells

Images were loaded onto FIJI (Image J). Images were converted to a composite image. Z sections, selected based on DiI and IBA1 staining, were max Z projected. Confocal color channels were split. The DiI and IBA1 channels were thresholded, 0–255, to account for background. The colocalization threshold feature was used to produce a colored image showing colocalization. The image was then converted to an 8-bit image, inverted, and thresholded to visualize only co-localized particles. Particle analysis was then used to quantify the number of DiI and IBA1 colocalized particles. Particle analysis was also performed on the thresholded DiI image to quantify the total number of DiI particles. The percentage of co-localized DiI particles was in relation to the total number of DiI particles^4^. Three Z sections per image were used to calculate the average percentage of colocalized particles. These values were then inserted into GraphPad Prism 7.04 to generate a graph.

### Quantification of Rab27a Knockdown

20x confocal images were loaded into FIJI software and max Z Projected. Individual channels were split and subjected to automated particle analysis using the particle analysis plugin. Particle size was set from 1 to infinity and the mean number of particle sizes and standard error mean were documented.

### Electroporations

Electroporations were performed as described previously^16^. Briefly, P0 mice were injected with CAG-CRE, CAG-tdTomato, and/or Rab27a shRNA plasmid into the lateral ventricle of the subventricular zone. Pups were then electroporated with a BTX ECM 830 Square Wave Pulse generator and tweezertrodes (Harvard Apparatus). Electroporations were targeted to dorsal SVZ neural stem cells by placing the positive electrode on the lambda suture of the skull.

### Nanoparticle tracking analysis

Samples were shipped to the Nanomedicine Characterization Core facility in the Center for Nanotechnology in Drug Delivery at the University of North Carolina (UNC) Chapel Hill. Samples were prepared in a laminar flow hood and thawed at RT. Sample dilutions were based on an initial run with PBS, 10 mM salt. Samples were loaded onto a pre-cleaned and pre-warmed Nanosight NS 500 nanoparticle characterization system (NanoSight, UK) equipped with a 532-nm laser and a 565-nm long pass filter. The Nanosight NS 500 was calibrated with 100 nm polystyrene latex microsphere standards (Nanosight, UK), and readings were acquired at 23.3 °C. Values were entered and graphed using GraphPad 7 Prism software.

### Long range PCR

DNA was isolated using the Qiagen DNeasy Blood and Tissue Kit (250) (Catalog #69506). Briefly, samples were placed into a microcentrifuge tube with buffer ATL and Protein Kinase A. Samples were incubated at 56 °C and vortexed every hr until tissue became transparent. Once the tissue is transparent, buffer AL and ethanol were added to the samples. The mixture was then pipetted into a DNeasy mini spin column and centrifuged at 6,000 × g for one min. The column is then placed into a new collection tube with AW1 and centrifuged at 6,000 × g for one min. The collection tube is replaced again, buffer AW2 is added to the sample, and centrifuged at 20,000 × g for three mins. To ensure that the sample is dry, the flow through is removed and the sample is centrifuged again for three mins at 2,000 × g. The DNeasy mini spin column is then placed into a 1.5 mL microcentrifuge tube and 50 μL of buffer AE is pipetted directly onto the membrane. The samples are then incubated at room temperature for 5 mins and sequentially centrifuged at 6,000 × g for one min. This step is repeated using the flow-through. The samples were then quantified with a NanoDrop spectrophotometer to ensure that the DNA concentration was at least 10. Samples are stored at −20 °C. Using the Qiagen Long Range PCR Kit a master mix consisting of 5 μL Long Range PCR Buffer, 2.5 μL dNTP mix, 10 μL 5X Q Solution, 0.2 μL of each primer, 0.4 μL LongRange PCR Enzyme Mix, and enough RNase Free Water to make the mix 50 uL total per reaction. 49 μL of master mix was added to a PCR tube along with 1 μL of DNA. The samples were then placed into a thermocycler. Following amplification of the DNA, samples were loaded into a gel with 1X Blue Juice and run at 100 V for 20–30 mins. The primers for 5′ targeting are 5′-CGCCTAAAGAAGAGGCTGTG-3′ and 5′-TCATCAAGGAAACCCTGGAC-3′ and for 3′ targeting are 5′-AACAAGCACTGTCCTGTCCTCA-3′ and 5′-TAGTTGCCAGCCATCTGTTGTT-3′.

### Western blot

Samples were lysed in RIPA buffer containing 2% SDS, and protease and phosphatase inhibitor cocktail. Samples were placed on ice, sonicated, centrifuged and supernatants placed in a fresh tube. Protein samples diluted in Laemmli were run on 10% polyacrylamide gels and transferred to PVDF membranes using a Bio-Rad PROTEAN gel system. Membranes were blocked in TBS, 0.1% Tween-20, and 5% milk and incubated with the following antibodies: CD9 (Systems Biosciences, 1:1,000), CD63 (Systems Biosciences, 1:1,000), Rab27a (Cell Signaling, 1:1,000), pan-AKT (1:1,000, Cell Signaling). Horseradish peroxidase conjugated secondary antibodies were used at a concentration of 1:3,300. Membranes were incubated with Enhanced Chemiluminescent Substrate (Pierce) and signal detected with Amersham Hyperfilm (GE Healthcare).

### N2a Cell culture and transfections

Neuro-2a cells (CCL-131, ATCC) were plated into 6-well plates at a density of 100,000 cells/well and allowed to attach overnight. Media was refreshed 30 mins prior to transfection. For transfection, 1 μg plasmid (CAG-GFP control or one of four distinct shRab27a plasmids) was incubated at room temperature in serum-free DMEM with 3 μL PolyJet (Signagen) for 15 mins. After 24 hrs, the cells were lysed, concentration determined by BCA protein assay (Sigma Aldrich) and prepared for Western Blot.

### Fibroblast culture

Mouse tail snips were used for isolation of primary fibroblasts. Tails were cut into small pieces using scissors and placed in a conical tube with a solution of complete DMEM and collagenase. Pieces were placed in a shaking incubator at 37 °C for 90 mins, followed by manual grinding of tissue pieces. After tissue digestion, the solution was put through a cell strainer, centrifuged at 1,000 × g for 5 mins and cells were plated on standard tissue culture plates in pre-warmed complete DMEM.

### Genotyping PCR

DNA samples were incubated in 75 μL 50 mM NaOH buffer at 50 °C until tissue is transparent. After incubation, 75 μL of 100 mM Tris-HCl was added to samples. Samples were stored at −20 °C. The following primers were used: Tomato (AG GGA GCT GCA GTG GAG TA, CG AAA ATC TGT GGG AAG TC and GGC ATT AAA GCA GCG TAT CC, CTG TTC CTG TAC GGC ATG G), CRE (GCG GTC TGG CAG TAA AAA CTA TC, GTG AAA CAG CAT TGC TGT CAC TT and CTA GGC CAC AGA ATT GAA AGA TCT, GTA GGT GGA AAT TCT AGC ATC ATC C).

### Microglia culture and EV treatments

24 hr prior to plating microglia, 6 well plates were coated with 10 μg/mL poly-L-lysine. Microglia isolated from CD1 mice were were plated in complete media (2 ng/mL TGF-b2, 100 ng/mL IL-34, 1.5 μg/mL cholesterol, 100 units/mL penicillin-streptomycin, Glutamax, and microglia media [Sciencell, 1901]) and allowed to adhere for 10 min at RT. For cytokine assays, 1.66 × 10^5^ cells per well on 6 well plates and treated 24 hrs later. EVs were isolated from astrocytes plated at a density of 1.66 × 10^5^ cells per well of a 6 well plate in 3 mLs per well. 3 mLs of astrocyte conditioned media was subjected to EV isolation, resuspended in 50 μL media (27.6 × 10^8^ EVs in 50 μL), and added to microglia cultured in 3 mLs of media per well in 6 well plates. 24 hrs later, media was collected and depleted of all EVs and cytokine assays performed.

### Cytokine assay

Cytokine concentrations were quantified with the cytokine multiplex assay from Bio-Rad as recently described^4^. Wells of a 96 well filter plate were loaded with 50 mL of prepared standard solution or 50 mL of cell-free supernatant and incubated with the Bio-Plex Pro mouse 23-plex assay from Bio-Rad at ±800 rpm for 30 min in the dark at RT. Wells were vacuum-washed three times with 100 mL wash buffer. Samples were then incubated with 25 mL of biotinylated detection antibody at ±800 rpm for 30 min at RT in the dark. After three washes, 50 mL of streptavidin-phycoerythrin was added to each well and incubated for 10 min at ±800 rpm at RT in the dark. After a final wash, the beads were resuspended in 125 mL of sheath buffer for measurement with the Luminex 200 (Luminex, Austin, TX).

### Statistics

Statistics were performed with Prism software (version 7; GraphPad). Significance was calculated using unpaired t tests or one-way ANOVA with Tukey’s multiple comparisons test. All data are presented as mean ± SEM. Heat maps and hierarchical clustering analysis was performed using the University of California at Santa Cruz Banana Slug Analytics Platform.

## Supplementary information

Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

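Small RNA was sequenced from EVs of primary mouse cortical astrocytes and of primary NSCs, with 3 libraries for each EV type and no other groups. The authors made whole-number counts for 61949 annotated rows and deposited them without normalization, with 1 column per library. The submitters' processing notes name cutadapt, FastQC, Bowtie, Bowtie2, SAMtools, bedtools and DESeq and the mm10 genome build, without versions or order, and the paper names the Banana Slug Analytics Platform. How reads that map to several places were counted, and whether strand was used, is not given in the sources used here. For each EV type the authors also deposited a signal, the mean of the counts divided by size factors, which median-ratio size factors computed from the counts gave back with a largest difference of 0.005. The authors' log2 fold changes are the ratio of these means, and are infinite where a mean is 0. The authors' adjusted p-values come from DESeq, and the adjustment method is not given. The comparison was deposited in both directions, and 0 rows differed between the 2 tables. 0 columns of per-sample values could not be matched to a library, and 0 rows had a blank identifier.

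Each of the 6 libraries was compared with the others of its group before averaging. The smallest chi-square per degree of freedom between replicates was 25.2, between astrocyte EV replicates 1 and 2, so no pair differed by as little as sampling noise. Mature miRNA rows (902) were analyzed separately from hairpin rows (788), which repeat the same reads, and library size was the sum of mature rows. Tests used edgeR 4.0.16 in R 4.3.3 (TMM, default low-count filter by group, quasi-likelihood test without robust estimation, Benjamini-Hochberg adjustment, calls at an adjusted p under 0.05), with group as the only term. TMM factors ran from 0.801 to 1.16, and the common dispersion was 0.338 (a biological coefficient of variation of 0.581). Lists of miRNAs were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, and adjusted over the 14 lists. Shares of counts were compared by an exact two-sided permutation test, for which 0.1 is the smallest p that 3 libraries against 3 allow. A fold against a group with 0 counts is a lower bound against 3 counts over the group, and a fold against 1 to 3 counts is given with a 95% binomial counting interval. DESeq2 1.42.0 was an alternative. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Positions are those of the authors' table on mm10. The gene at each position and the mature sequences were taken from the GENCODE vM21 annotation and transcripts of the same assembly. Each mature miRNA has a single position there, and its counts were not assigned among loci that may share its sequence.

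The lists were brain-enriched miRNAs, the miR-17~92 cluster and its paralogs, the miR-232724 clusters, innate immune miRNAs, the Let-7 family, the imprinted Dlk1-Dio3 cluster, and markers of red blood cells, mesenchymal cells, microglia and white blood cells, endothelial cells, neurons, muscle, liver and serum, and oligodendrocytes. They were written before the count table was examined but with Fig. 5 in view. Fig. 5 shows values from these libraries and lists miRNAs as higher or lower in astrocyte EVs. The list tests are therefore not independent of these data. The named miRNAs were the 10 of largest fold change in each direction among those past the test with no overlap of the groups and at least 100 CPM, the 15 with the largest share of mature miRNA counts in each EV type, those whose names can be read in Fig. 5A, 5C or 5D, and from each list the most abundant (up to 4) and all markers of other cell types. Outside miRNAs, the 5 rows of largest fold change in each direction were named. MiR-98-5p, miR-27a-3p and 5 members of the immune list fall outside this rule and were chosen after their values were seen.

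The alternatives were DESeq2, other size factors, no TMM, library sizes from all non-hairpin rows, no filter, a minimum of 10 counts, each library left out, the replicate number as a block, hairpin rows, rows of identical counts taken once, no red blood cell miRNAs and a 2-fold threshold. Leaving out mesenchymal miRNAs, leaving out TMM for all rows, and leaving out each library for the lists (for 1 library also with an estimated correlation), the clustering and the correlation were added after seeing the data.

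On simulated counts with the means and spread of the mature miRNAs (238 miRNAs, 10 simulations), edgeR called 2.79% of 2-fold, 38.0% of 4-fold and 81.2% of 8-fold changes and 0.491% of unchanged miRNAs. In 1 simulation of 40263 non-hairpin rows it called 0% of 2-fold, 3.13% of 4-fold and 50% of 8-fold changes. Camera called 100 of 100 simulated lists of 10 miRNAs raised 4-fold and 3 of 100 unchanged lists. Simulated lists with correlated members were not tested, so these rates are not shown to hold for lists whose miRNAs vary together. The microglia cytokine data were not analysed here.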

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

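The count over other splits of the libraries, the test on the share of H/ACA box counts and the fit of all rows without TMM were chosen after their results had been seen, while the tests on nuclear RNAs and on the share of C/D box counts had been set earlier. The paper discusses miRNAs, and the 10 rows below are the 5 of largest fold change in each direction among 273 rows outside miRNAs that passed the test without overlap of the libraries and with at least 100 CPM. They come from edgeR's quasi-likelihood test over 41308 non-hairpin rows, which called 2290 higher and 1750 lower in astrocyte EVs, and 738 and 3219 without TMM. That is 4040 calls in the real split of the libraries and at most 0 in the other splits, and 1 of 10 splits gave as many, which is too few splits for a share under 0.05. None of the 10 rows was called without astrocyte EV replicate 1, without astrocyte EV replicate 2 or without NSC EV replicate 3, where edgeR called 0, 0 and 18 rows in all (9885 and 9729 rows at an unadjusted p under 0.05 without astrocyte EV replicates 1 and 2).

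Vaultrc5, a vault RNA of the cytoplasm on chromosome 18 of mm10 from 36801763 to 36802107, stood at 162 CPM in astrocyte EVs and 1.95 CPM in NSC EVs. Its log2 fold change was 6.38 (SE 0.94, adjusted p = 0.0156 from edgeR). It was 5.63 (adjusted p = 0.0541) without astrocyte EV replicate 1, 6.41 (0.0688) without astrocyte EV replicate 2 and 6.48 (0.0543) without NSC EV replicate 3. The row Vault:RF00006.2 covers the same locus and had the same log2 fold change of 6.38.

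The antisense rows Grwd11 (9.57), Hoxc111 (9.39) and Dhx291 (6.36) were higher in astrocyte EVs with nearly the same counts there, 2886, 2893 and 2923 in replicate 1 and 35840, 36079 and 36181 in replicate 3, while Dhx291 had more counts in NSC EVs (91, 77 and 89) than Grwd11 (10, 7 and 10), their log2 fold changes without astrocyte EV replicate 3 were 8.38, 8.20 and 5.19, and whether they share reads was not tested.

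The antisense rows Prss441 (-11.13) and Tgm21 (-6.44) and the sense RefSeq rows 2700089E24Rik (-8.47) and Ctu2 (-7.84) were lower in astrocyte EVs. Row names here and above are as deposited. NSC EV replicate 2 held most of their counts (52029 of Prss441, against 111 and 197 in NSC EV replicates 1 and 3). Without it the log2 fold changes of Prss441, 2700089E24Rik, Ctu2 and Tgm21 were -4.47, -3.55, -2.75 and -3.42 (adjusted p = 0.0104, 0.0517, 0.0262 and 0.0572 from edgeR). Without astrocyte EV replicate 3 or with the replicate block none of these was called (with the block, in the same order, adjusted p = 0.108, 0.0675, 0.118 and 0.153).

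The row U1:RF00003.24 of the spliceosomal U1 RNA was lower in astrocyte EVs (-5.98, SE 1.19, adjusted p = 0.0250 from edgeR, and 0.0501 with the replicate block), and with it C/D box snoRNAs, 84 lower and 25 higher of 242 tested rows, and H/ACA box snoRNAs, 9 lower and 1 higher of 60, calls that rest on the fit over all rows and its libraries. As a share of table counts without TMM, C/D box rows were 1.91 times higher in NSC EVs and 1.23 times without NSC EV replicate 1, with overlapping libraries, while H/ACA box rows were 3.21 times higher with no overlap (lowest over highest 1.81). With this overlap, the earlier test on the C/D box share did not argue against TMM scaling as the cause. Without TMM 141 C/D box rows were lower and 17 higher, with a median log2 fold change of -3.73 instead of -3.46. Leaving out TMM moved rows of all kinds the same way (1750 lower with it and 3219 without). TMM had therefore raised astrocyte EV values relative to NSC EVs. Without it, 179 of the 242 C/D box rows still lay below 0. These values argue against TMM scaling as the cause of the lower calls among C/D box rows. Nuclear RNA from broken cells in the NSC EV preparations may add to such rows, and the median log2 fold change of 11 nuclear RNAs other than U1 was -0.90, with values on both sides of 0 (-3.78 to 1.21), which leaves this open. A difference in what astrocytes and NSCs load into EVs was not tested and also stays open.

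Among the nuclear RNAs U2 (-3.78, adjusted p = 0.0190), U11 (-3.16, 0.0169) and 7SK (-2.22, 0.0171) were lower by edgeR. These calls were lost when astrocyte EV replicate 1 or 2 or NSC EV replicate 3 was left out. Below 0 but not past the test were U8 (-1.98, adjusted p = 0.0573 from edgeR), U12 (-0.98) and RNase MRP RNA (-0.90). Above 0 and not past it were U4 (0.73), U3 (0.47), U5 (0.18), U6 (0.09) and RNase P RNA (1.21).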

How the results depend on the processing

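The leave-one-out values of the lists, the clustering and the correlation, the fit of all rows without TMM and the fit without mesenchymal miRNAs (121 calls) were chosen after seeing the data. Of 63 named miRNAs, 41 kept their direction and their side of the threshold in all alternatives, 37 of them among the 50 called, and 0 of the 123 called miRNAs changed sign in any. Over the named miRNAs and alternatives, 925 values kept direction and side of the threshold, 47 lost a call, 20 gained one and 7 changed sign. Calls of mature miRNAs (edgeR, 57 higher and 66 lower) ranged from 100 with the replicate block to 146 with DESeq2 when all 6 libraries were kept. Leaving out 1 library gave 79 (without NSC EV replicate 2) to 162 (without astrocyte EV replicate 3), with 34 to 69 higher and 45 to 93 lower, and without NSC EV replicate 2, 75 of the 123 were called again. The real split gave 123 calls and the other splits at most 0, and 1 of 10 splits gave as many, too few splits for a share under 0.05.

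Let-7c-5p (-0.27) was 0.00 without astrocyte EV replicate 1 and ranged from -0.58 (without astrocyte EV replicate 3, adjusted p = 0.0496 from edgeR) to 0.0369 (without NSC EV replicate 3) over single libraries left out. Let-7i-5p (0.24) was -0.20 with library sizes from all rows, -0.0166 with a minimum of 10 counts, -0.16 without NSC EV replicate 2, and ranged from -0.47 (without astrocyte EV replicate 3) to 0.95 over single libraries left out. MiR-26a-5p (-0.14) ranged from -0.27 to 0.00518 (without astrocyte EV replicate 1). The Let-7 share was 0.122% and 0.202% of all non-hairpin counts in astrocyte EVs and NSC EVs, a change of denominator by construction, and 46.5% in astrocyte EVs without red blood cell miRNAs. MiRNAs in both EV types numbered 228 at 1 count. The Pearson correlation was 0.616 with log2(CPM + 10) and 0.649 over miRNAs detected in both, and clustering of untransformed CPM placed 4 of 6 libraries with their group. Of 7 miRNA lists called, 0 were called with an estimated correlation. The cause was not tested for these changes.

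Over all non-hairpin rows, calls were 7890 with DESeq2 (4203 higher, 3687 lower), 738 higher and 3219 lower without TMM, and 0 to 4009 without single libraries (0 to 2786 higher and 0 to 1572 lower, with 0 without astrocyte EV replicate 1 or 2, 18 without NSC EV replicate 3 and 2143 without NSC EV replicate 2). The cause was not tested. With the replicate number as a block (replicate block), 100 mature miRNAs were called (45 higher, 55 lower, 96 of them called before) and 1245 rows of all (668 higher, 577 lower). The deviations of same-numbered libraries correlated at 0.0454, 0.0996 and 0.0512, so the numbers were not taken to pair the samples, although every library correlated best with the library of its own number, a hint from the data and not from the design.

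At 177093 to 399211 mature counts per library, a miRNA under 7.51 to 16.9 CPM can be missed, and simulated 2-fold changes were called in only 2.79% of cases, so a miRNA that did not pass the test was not shown to be equal.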

Differences from the paper's values

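The authors' list and the counts here were compared after both had been seen. The paper's stated depth is 10 M to 15 M reads per sample (M, mega), while the deposited table sums to 44.621 M to 111.851 M counts per library, where a read can be counted on more than 1 row, and no alternative applies to this sum. Fig. 5C lists about 28 miRNA rows as higher and about 80 as lower in astrocyte EVs, counted by eye over mature and hairpin rows together, and the authors' deposited table holds 28 and 80 such rows at an adjusted p under 0.05. The legend of Fig. 5 marks p < 0.05 and lower without tying the marks to a panel, and the paper names no test for this list. Here 117 mature and hairpin rows were higher and 128 were lower at an adjusted p under 0.05 from edgeR. For the higher rows, all alternatives set before the data were examined gave more than the paper's value by over 1.5 times (74 to 134). For the lower rows, the value lay within 1.5 times of the paper's without astrocyte EV replicate 1 (103) or 2 (96), without NSC EV replicate 1 (95), 2 (84) or 3 (88) and with the replicate block (98). It did not with DESeq2 (157), RLE size factors (133), no TMM (133), library sizes from all non-hairpin rows (130), no filter (138), a minimum of 10 counts (146), identical rows once (128), no red blood cell miRNAs (125) or a 2-fold threshold (125), nor without astrocyte EV replicate 3 (181).

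The paper describes the miRNAs that differ as a small group, while 123 of the 256 mature miRNAs tested here passed the test. The 123 come from a fit of mature miRNAs alone, while the authors' deposited comparison also covers other rows (522 calls outside miRNAs). In the edgeR fit over all non-hairpin rows, 34 of 270 mature miRNAs were higher and 59 were lower. The authors' table holds 17 and 40. Of the 57 mature miRNAs in the authors' list, 51 were tested here and 49 were called in the same direction. MiR-9-5p (-2.69, adjusted p = 0.130 from edgeR) has an adjusted p of 0.0165 in the authors' deposited table. It was called with DESeq2 (0.0489), library sizes from all non-hairpin rows (0.0337), no filter (1.25e-06) and the replicate block (0.0316) and without astrocyte EV replicate 3 (1.35e-05). MiR-140-5p (-3.56, adjusted p = 0.0562 from edgeR) has 0.0406 in that table. Its counts in astrocyte EV replicates 1 to 3 were 0, 7 and 0. Without replicate 2 its fitted log2 fold change (-7.94) was against 0 counts and depends on edgeR's prior count. It was called with DESeq2 (0.00809), RLE size factors (0.0405), no TMM (0.0468), library sizes from all non-hairpin rows (0.0421), no filter (0.0157) and a minimum of 10 counts (0.0246), without astrocyte EV replicate 2 (0.0122) or 3 (0.0295), and, chosen after seeing the values, without mesenchymal miRNAs (0.0431). The 6 others did not pass the low-count filter, and all 6 were called in the authors' direction without a filter.

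The axis of Fig. 5A is labelled FPKM. Its bar for let-7c-2 stands at about 52000, read by eye, where the mean raw count of that hairpin in astrocyte EVs is 52654 (SEM 16459) and its FPKM over the table is 5935. In Fig. 5D, mir-9-1 stands at about 2700 in astrocyte EVs and about 28000 in NSC EVs, read by eye, and means of counts over size factors are 2683 and 28411.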

Other observations

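The tests of the red blood cell and replicate 3 patterns, and the list values without single libraries, were chosen after those results had been seen. The imprinted Dlk1-Dio3 cluster of chromosome 12, active in neural and embryonic tissue, moved in both directions. Of its 21 tested miRNAs, 2 were higher in astrocyte EVs, 6 were lower and 13 did not pass edgeR's test, with the same counts adjusted over the list alone (camera adjusted p = 0.502). MiR-127-3p stood at 7316 CPM in astrocyte EVs and 647 CPM in NSC EVs (log2 fold change 3.50, SE 0.72, adjusted p = 0.00691 from edgeR, with 0.0657 without NSC EV replicate 2), and miR-382-5p at 704 and 3550.5 CPM (-2.33, SE 0.32, adjusted p = 0.00223 from edgeR).

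Both endothelial miRNAs were lower in astrocyte EVs (camera adjusted p = 0.0591, with 0.0488 without astrocyte EV replicate 2, 0.0275 without NSC EV replicate 3 and adjusted p = 0.301 with an estimated correlation). MiR-126a-5p stood at -3.37 (SE 0.60, adjusted p = 0.00443 from edgeR). MiR-126a-3p, with 0, 0 and 4 counts in astrocyte EV replicates 1 to 3, stood at -5.89 (adjusted p = 0.00416 from edgeR). Without astrocyte EV replicate 3 it had 0 astrocyte EV counts, so its fitted value there (-9.25) depends on edgeR's prior count. Both neuronal miRNAs, which the brain-enriched list also holds, were lower (camera adjusted p = 0.0422, with 0.114 without astrocyte EV replicate 3, 0.0514 with the replicate block and adjusted p = 0.301 with an estimated correlation). Of 3 muscle miRNAs 1 was higher, miR-206-3p (105 against 2 counts, a ratio of 49.3, 95% counting interval 13.3 to 412), and 2 did not pass the test (camera adjusted p = 0.524). Neither of 2 tested liver and serum miRNAs passed it (camera adjusted p = 0.707), although miR-122-5p (0.85) was higher without astrocyte EV replicate 1 (1.28, adjusted p = 0.0446 from edgeR). The 1 tested oligodendrocyte miRNA, miR-219a-2-3p (-0.72, camera adjusted p = 0.867), did not pass it either. Without astrocyte EV replicate 3, miR-219a-2-3p was lower (adjusted p = 0.00763 from edgeR). It then had 0 astrocyte EV counts, so its fitted value (-6.27) depends on edgeR's prior count.

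Of 6 tested red blood cell miRNAs 5 were higher in astrocyte EVs and miR-486a-3p (-1.13) did not pass edgeR's test. MiR-486a-3p was lower without astrocyte EV replicate 3 (-4.41, adjusted p = 0.0193), a value that rests on 0 and 1 counts in astrocyte EV replicates 1 and 2. MiR-486a-5p stood at a mean of 53696 CPM, and miR-486a-5p and miR-486b-5p share reads and are named in Fig. 5A. Scaling by mature miRNA totals is argued against, since with library sizes from all non-hairpin rows the median log2 fold change of the 5 called members was 5.16. RNA of red blood cells or serum in the astrocyte preparations may be the source, since the paper's final medium held 2% serum, although an exosome-free medium was used at an earlier step. A single source would keep 1 ratio, but miR-451a was 1.93%, 2.03% and 0.473% of miR-486a-5p counts in replicates 1 to 3, a highest over lowest of 4.28 with replicates 1 and 2 close together, so this stays open. Release of these miRNAs by astrocytes was not tested and also stays open.

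Astrocyte EV replicate 3 stood apart from replicates 1 and 2, with miR-9-5p at 48639 CPM against 1255 and 1971 CPM, and miR-143-3p at 3871 CPM against 51550.4 and 54534 CPM. RNA of NSC EVs mixed into it is argued against. The 92 other miRNAs that were lower without it lay a median of 1.85% of the way to the NSC EV mean, 4.33% of the share of miR-9-5p (42.6%), and miR-7b-5p had 0 counts where that share would give 229.7, although 18 miRNAs lay at or above it. A smaller share of mesenchymal cells behind replicate 3 may account for the mesenchymal miRNAs. There 9 of 9 listed were lower than in both other libraries, against 32.3% of 371 other miRNAs. The 9 include miR-143-3p, which already set replicate 3 apart, so the count restates that observation in part. They also include members with few counts, such as miR-214-3p (12, 14 and 0 in astrocyte EV replicates 1 to 3). Without replicate 3, 8 of 8 tested were higher (camera adjusted p = 4.62e-06, and adjusted p = 0.450 with an estimated correlation), with miR-199a-3p and miR-199b-3p as 1 measurement. Whether a smaller mesenchymal share also accounts for miR-9-5p was not tested, and neither was a different state of that culture.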
